# Prenatal ethanol exposure alters adult hippocampal VGLUT2 expression with concomitant changes in promoter DNA methylation, H3K4 trimethylation and miR-467b-5p levels

**DOI:** 10.1186/s13072-015-0032-6

**Published:** 2015-09-28

**Authors:** Christine R. Zhang, Mei-Fong Ho, Michelle C. Sanchez Vega, Thomas H. J. Burne, Suyinn Chong

**Keywords:** Developmental programming, DNA methylation, Histone modifications, Ethanol exposure, MicroRNA

## Abstract

**Background:**

Maternal consumption of alcohol during pregnancy is associated with a range of physical, cognitive and behavioural outcomes in the offspring which are collectively called foetal alcohol spectrum disorders. We and others have proposed that epigenetic modifications, such as DNA methylation and post-translational histone modifications, mediate the effects of prenatal alcohol exposure on gene expression and, ultimately, phenotype. Here we use an inbred C57BL/6J mouse model of early gestational ethanol exposure equivalent, developmentally, to the first 3–4 weeks of pregnancy in humans to examine the long-term effects on gene expression and epigenetic state in the hippocampus.

**Results:**

Gene expression analysis in the hippocampus revealed sex- and age-specific up-regulation of *solute carrier family 17 member 6* (*Slc17a6*), which encodes vesicular glutamate transporter 2 (VGLUT2). Transcriptional up-regulation correlated with decreased DNA methylation and enrichment of histone H3 lysine 4 trimethylation, an active chromatin mark, at the *Slc17a6* promoter. In contrast to *Slc17a6* mRNA levels, hippocampal VGLUT2 protein levels were significantly decreased in adult ethanol-exposed offspring, suggesting an additional level of post-transcriptional control. MicroRNA expression profiling in the hippocampus identified four ethanol-sensitive microRNAs, of which miR-467b-5p was predicted to target *Slc17a6.* In vitro reporter assays showed that miR-467b-5p specifically interacted with the 3′UTR of *Slc17a6*, suggesting that it contributes to the reduction of hippocampal VGLUT2 in vivo. A significant correlation between microRNA expression in the hippocampus and serum of ethanol-exposed offspring was also observed.

**Conclusions:**

Prenatal ethanol exposure has complex transcriptional and post-transcriptional effects on *Slc17a6* (VGLUT2) expression in the mouse hippocampus. These effects are observed following a relatively moderate exposure that is restricted to early pregnancy, modelling human consumption of alcohol before pregnancy is confirmed, and are only apparent in male offspring in adulthood. Our findings are consistent with the idea that altered epigenetic and/or microRNA-mediated regulation of glutamate neurotransmission in the hippocampus contributes to the cognitive and behavioural phenotypes observed in foetal alcohol spectrum disorders. Although further work is needed in both mice and humans, the results also suggest that circulating microRNAs could be used as biomarkers of early gestational ethanol exposure and hippocampal dysfunction.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-015-0032-6) contains supplementary material, which is available to authorized users.

## Background

Structural and functional abnormalities of the central nervous system are commonly observed in foetal alcohol spectrum disorders [1]. Cognitive and behavioural outcomes in individuals exposed to alcohol in utero include intellectual impairment, adaptive dysfunction and deficits in executive functioning, learning and memory [2]. The hippocampus has received considerable attention in studies of gestational alcohol exposure due to its sensitivity to alcohol and its role in learning and memory. Alcohol-associated reductions in hippocampal volume have been reported in humans exposed in utero, and combined imaging and behavioural studies have linked altered hippocampal volume with memory deficits [3, 4]. Animal studies have similarly documented ethanol-induced reductions in hippocampal volume [5, 6] and impaired hippocampal-dependent learning and memory [7, 8]. Further, they have revealed that prenatal ethanol exposure results in altered electrophysiological properties [9, 10], as well as cell loss [6] and compromised neurogenesis [11, 12] in the hippocampus. Dysregulation of a number of genes involved in glutamatergic signalling and synaptic plasticity, including *vesicular glutamate transporter 1*, *complexin 1*, *excitatory amino acid transporters 1* and *3*, and some *N*-methyl-d-aspartate (NMDA) receptor subunits, has also been reported in rats [7, 13, 14] but the mechanisms underlying these ethanol-induced expression changes in the hippocampus are not known.

Epigenetic modifications, including DNA methylation and post-translational histone modifications which package the DNA into chromatin, play an important role in development by regulating transcription. MicroRNAs (miRNAs), small ~22 nucleotide non-coding RNAs, also fine-tune gene expression either by destabilising target mRNAs or blocking translation [15]. DNA methylation, post-translational histone modifications and miRNAs have received increasing attention as potential mediators of the effects of environmental exposures on phenotype and disease risk. Consistent with this, global levels of DNA methylation as well as histone H3 lysine 9 dimethylation and histone H3 lysine 27 dimethylation were found to be disrupted in the hippocampus following neonatal ethanol exposure in rats [16] and C57BL/6J mice [17], respectively. Recent studies have further linked ethanol-induced changes in histone H4 lysine 8 acetylation [18] and DNA methylation [19] with altered hippocampal gene expression in C57BL/6J mice. There is evidence that ethanol exposure can alter miRNA expression in cortical neuroepithelial precursor cells in culture [20] and C57BL/6J whole brain [21–23], but its impact on the hippocampus has not been fully explored [24].

To date, most studies of the effects of prenatal ethanol exposure on the hippocampus have used exposures which either extended throughout pregnancy or were equivalent to the third trimester of pregnancy in humans. Evidence that the majority of women cease alcohol consumption when pregnancy is confirmed (~5 weeks gestation) [25] highlights a need for investigations that target early gestational ethanol exposure. This window of exposure incorporates early neurulation and, crucially, embryonic epigenetic reprogramming, when dynamic changes in epigenetic state are occurring genome-wide. We previously established an inbred C57BL/6J mouse model of prenatal ethanol exposure that is based on voluntary maternal consumption of 10 % ethanol (v/v) from 0.5 to 8.5 days post coitum (dpc) [26]. The estimated peak maternal blood alcohol concentration is relatively moderate at 120 mg/dl or 0.12 % [26] and the exposure period is equivalent, developmentally, to the first 3–4 weeks of a human pregnancy. We found that ethanol-exposed offspring displayed significant alterations in behaviour [27], craniofacial structure and an increased probability of transcriptional silencing at the epigenetically sensitive *Agouti viable yellow* (*A*^*vy*^) allele [26]. Here we examine *solute carrier family 17 member 6* (*Slc17a6*), which plays a role in excitatory neurotransmission, synaptic plasticity and cognition [28], and describe ethanol-induced changes in hippocampal expression that are linked to altered promoter DNA methylation, post-translational histone modifications and miRNA levels.

## Results

### Prenatal ethanol exposure disrupts the developmental silencing of *Slc17a6* in the male hippocampus

The average daily consumption of 10 % (v/v) ethanol by pregnant C57BL/6J females was 3.3 ± 0.7 ml, which was not significantly different to the volume of water consumed by control mice (Additional file 1: Figure S1A). There was no effect of ethanol on maternal body weight gain during the exposure period (Additional file 1: Figure S1B) or litter size at weaning (Additional file 1: Figure S1C), indicating that the exposure had no significant impact on maternal health or offspring viability.

To examine the long-term effects of prenatal ethanol exposure on the hippocampal transcriptome, microarray-based gene expression analyses were performed on adult male hippocampi [postnatal day (*P*) 87, *n* = 6 per group]. 

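Hippocampal RNA of 6 ethanol-exposed and 6 control male C57BL/6J mice was measured on MouseWG-6 v2.0 BeadChips, with 1 array per mouse. On these chips a probe is carried by many beads, and its intensity is the mean signal of those beads. The dams of the ethanol-exposed mice drank 10% (v/v) ethanol from 0.5 to 8.5 dpc. The sample labels give the age of the offspring as 12 weeks, and neither the labels nor the paper's text gives the litter of each mouse. The 12 arrays lay on 2 BeadChips, and each chip held 3 ethanol-exposed and 3 control mice.
The deposited signals before normalization covered 45281 probes. Each came with a detection p-value, the chance that negative control beads reach that signal. At a detection p under 0.05, 18729 to 20250 probes (median 19302.5) were detected in ethanol-exposed mice and 18644 to 20268 probes (median 19287.5) in control mice (two-sided exact permutation test of the means, p = 0.944). The median signal of an array was 94.7 to 113.0 (median 105.7) in ethanol-exposed mice and 96.5 to 127.5 (median 109.2) in controls (the same exact test, p = 0.444). It was 111.3 to 127.5 on chip 1 and 94.7 to 102.7 on chip 2. The number of arrays, 6 per group, limits the precision.
The authors quantile normalized the signals in GenomeStudio. Their deposited values lay within 0.947% of the quantile-normalized signals, on a linear scale and with no background subtraction. For the comparison of groups the paper names GeneSpring GX11 on default settings, and its text does not name the test. Here the deposited signals were corrected for background with limma's normexp model (offset 16), quantile normalized and put on the log2 scale. The 19288 probes detected on at least 6 of the 12 arrays, of 10835 named genes, were then compared between groups with limma, and p-values were adjusted by the Benjamini-Hochberg method. Between the chips, 60 of these probes were higher and 31 lower on chip 2 at an adjusted p under 0.05 in limma.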

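*Slc17a6*, which encodes the vesicular glutamate transporter VGLUT2, had a higher signal in the hippocampi of ethanol-exposed mice at both of its probes. At probe ILMN_2773047 the normalized log2 signal was 10.97 ± 0.30 (SD, n = 6) in ethanol-exposed mice and 10.30 ± 0.47 (SD, n = 6) in controls, a log2 fold change of 0.67 (standard error 0.20, unadjusted p = 0.00438 and adjusted p = 0.718 in limma). Probe ILMN_2922321 also had a log2 fold change of 0.67 (standard error 0.22, unadjusted p = 0.00816 and adjusted p = 0.720). At each probe 6 of 6 ethanol-exposed mice lay above the control median. The two-sided exact permutation test of the difference in means gave p = 0.00649 at each probe. *Tshz2*, a zinc finger transcription factor, was higher by 0.72 on the log2 scale at ILMN_1256408 (standard error 0.31, unadjusted p = 0.0355, adjusted p = 0.757, exact permutation p = 0.0130).
*Mia* (Mia1 in the paper), a secreted protein first found in melanoma cells and cartilage, had a lower signal in 6 of 6 ethanol-exposed mice than the control median. Its log2 fold changes were −0.85 at ILMN_2777087 (standard error 0.36, unadjusted p = 0.0314, adjusted p = 0.748, exact permutation p = 0.0758) and −0.90 at ILMN_2880657 (standard error 0.35, unadjusted p = 0.0207, adjusted p = 0.720, exact permutation p = 0.0563). *Inmt*, a methyltransferase of tryptamine and related amines, had log2 fold changes of −0.91 at ILMN_1231445 (standard error 0.44, unadjusted p = 0.0589, adjusted p = 0.759, exact permutation p = 0.113) and −0.72 at ILMN_2803249 (standard error 0.35, unadjusted p = 0.0630, exact permutation p = 0.126). The other *Tshz2* probes past the filter had values of 0.54 at ILMN_1243934 (standard error 0.27, unadjusted p = 0.0595) and 0.52 at ILMN_1256722 (standard error 0.28, unadjusted p = 0.0837).
At a fold above 1.5 and an unadjusted p of at most 0.05, 9 probes were higher and 16 lower, and they stand for 20 named genes and 2 probes with no gene symbol (ILMN_1230719, higher, and ILMN_1228163, lower). The 7 higher genes were *Slc17a6*, *Tshz2*, the Wnt ligand *Wnt10a*, *Vsig2*, the DNA glycosylase *Mbd4*, which binds methylated CpG sites, the pseudogene *Pisd-ps3* and the sodium channel subunit *Scn4b*. Their log2 fold changes ran from 0.61 (*Wnt10a*) to 0.96 (*Pisd-ps3*, standard error 0.20). The 13 lower genes were *Mia*, *Psmd7*, *Igsf1*, *Mocos*, *Crygn*, *Otud7b*, *Cfap126*, *Tekt1*, *Rarres2*, *Got1l1*, *Mlf1*, *Dynlrb2* and *Fam166c*, from −0.99 (*Cfap126*, standard error 0.31) to −0.60 (*Psmd7* and *Got1l1*). Of these, *Cfap126* and *Tekt1* encode proteins of cilia and *Dynlrb2* a dynein chain. *Psmd7*, *Otud7b* and *Fam166c* were detected in 1 ethanol-exposed mouse each, against 6, 5 and 5 controls, *Mocos* and *Got1l1* in 2 each, against 5 controls, and *Cfap126* and *Mlf1* in 3 each, against 6 controls. *Vsig2* was detected in 6 ethanol-exposed mice and 2 controls and ILMN_1230719 in 6 and 1.
On chip 1 and chip 2 alone the log2 fold changes of *Slc17a6* were 0.49 and 0.85 at ILMN_2773047 and 0.44 and 0.91 at ILMN_2922321, and those of *Tshz2* at ILMN_1256408 were 0.34 and 1.10. Those of *Mia* were −1.61 and −0.09 at ILMN_2777087 and −1.78 and −0.01 at ILMN_2880657, and those of *Inmt* were −1.68 and −0.13 at ILMN_1231445 and −1.36 and −0.07 at ILMN_2803249. Of the other lower genes, *Tekt1* (−1.57 and 0.01 at ILMN_1239718, −1.24 and −0.03 at ILMN_2700097), *Mlf1* (−1.80 and −0.04), *Dynlrb2* (−1.66 and −0.18), *Got1l1* (−1.03 and −0.17), *Rarres2* (−0.97 and −0.31), *Fam166c* (−1.18 and −0.31), *Mocos* (−1.07 and −0.34) and *Crygn* (−1.08 and −0.40) passed an unadjusted p of 0.05 on chip 1 alone and not on chip 2 alone, as did the 2 probes of *Mia*, and *Otud7b* (−0.48 and −0.75) passed it on chip 2 alone. *Cfap126* (−1.65 and −0.34), *Psmd7* (−0.81 and −0.40) and *Igsf1* (−0.72 and −0.52) passed it on each chip. With the chip as a block the unadjusted p values in limma were 0.00567 and 0.00966 for *Slc17a6*, 0.0337 for *Tshz2* at ILMN_1256408, 0.0246 and 0.0196 for *Mia*, and 0.0527 and 0.0448 for *Inmt*, in the same order of probes. Control replicate 4 had the lowest signal of *Slc17a6* and *Tshz2*, and without it *Slc17a6* had log2 fold changes of 0.49 and 0.45 and *Tshz2* had 0.38 at ILMN_1256408. These lie below a fold of 1.5, so without that mouse both genes fell short of the paper's thresholds. *Slc17a6* passed an unadjusted p of 0.05 without each mouse, while *Tshz2*, *Mia*, *Mlf1*, *Dynlrb2*, *Fam166c* and the probe ILMN_2700097 of *Tekt1* each lost it without at least 1 mouse. With no background correction 5 probes passed the same thresholds, and *Inmt* was among them (−0.67 at ILMN_1231445, unadjusted p = 0.0232). All named genes past the thresholds other than *Slc17a6*, *Tshz2* and *Mia* then fell below a fold of 1.5, with an unadjusted p under 0.05 in each, at log2 fold changes of 0.26 (*Vsig2*) to 0.51 (*Scn4b*) for the higher genes and −0.58 (*Dynlrb2*) to −0.25 (*Psmd7*) for the lower ones, so that their folds depend on the background step. Without single mice the count of probes ran from 15 (ethanol-exposed replicate 2) to 55 (control replicate 5).

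**Figure D1:**
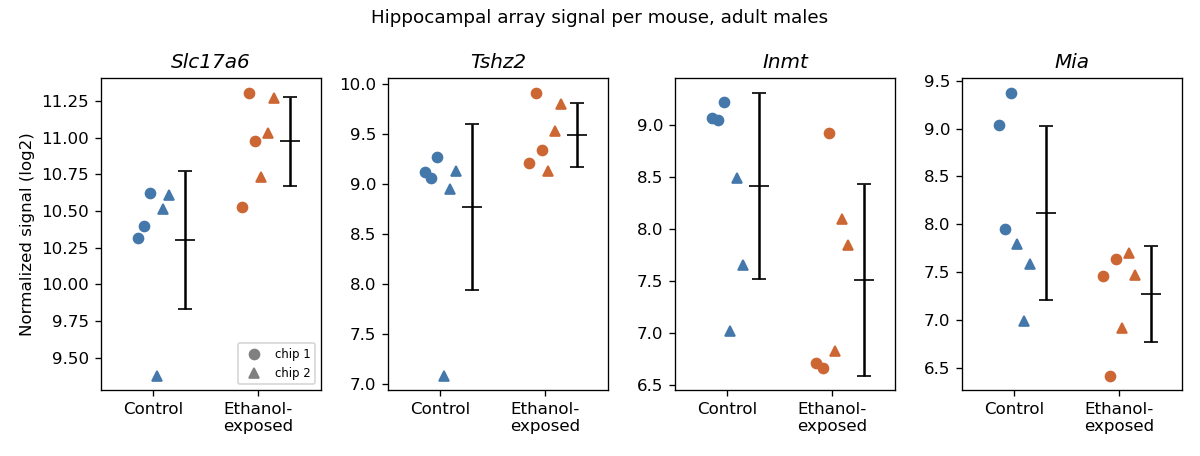
Normalized log2 signal of *Slc17a6* (ILMN_2773047), *Tshz2* (ILMN_1256408), *Inmt* (ILMN_1231445) and *Mia* (ILMN_2777087) in each mouse, by group, with chip 1 as circles and chip 2 as triangles; the lines and bars are means and SD (n = 6). The 6 ethanol-exposed mice lie between 10.53 and 11.31 for *Slc17a6*, and the lowest control is at 9.38.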

Only four genes, *indolethylamine N*-*methyltransferase* (*Inmt*), *melanoma inhibitory activity 1* (*Mia1*), *solute carrier family 17 member 6* (*Slc17a6*) and *teashirt zinc finger family member 2* (*Tshz2*), were found to be differentially expressed (>1.5-fold, uncorrected *P* ≤ 0.05) in ethanol-exposed mice compared to controls (Additional file 1: Table S1). None of these genes passed multiple testing correction suggesting that they may be false positives; however, qPCR analysis of hippocampal *Slc17a6* expression in additional cohorts of mice confirmed the significant overall up-regulation of this gene in the ethanol-exposed group (Fig. 1a). 

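Of 22 lists of cell type markers and pathway genes fixed beforehand, which hold none of *Slc17a6*, *Tshz2*, *Inmt* and *Mia*, 5 differed between the groups in camera at an adjusted p under 0.05. The paper's Table S1 had been read when the lists were fixed, but no deposited value had been seen. At least 5 lists were called in 23 of 100 splits of the arrays, the real one included, so chance cannot be excluded for this number. None of these 5 lists passed in fry's test of change in a single direction or in the exact permutation test of list scores. Markers of the subiculum, the output region next to CA1, were higher in ethanol-exposed mice, with a mean log2 fold change of 0.30 over 4 measured genes (adjusted p = 0.00834, and adjusted p = 0.532 with an estimated correlation). *Ly6g6e* (0.43), *Cntn6* (0.34) and the neuropeptide gene *Nts* (0.40) were higher when adjusted over the list alone, and *Fn1* had a value of 0.04. Markers of ependymal cells, the ciliated lining of the ventricles, were lower by a mean of −0.43 over 7 genes (adjusted p = 0.00438, and adjusted p = 0.578 with an estimated correlation). *Tekt1* (−0.78), the chemerin gene *Rarres2* (−0.64) and *Dynlrb2* (−0.92) were lower at an unadjusted p under 0.05 in limma and not when adjusted over the list alone, and *Fam183b* had a value of −0.27.
All 8 measured choroid plexus markers had negative values, with a mean of −0.94 (adjusted p = 0.00540, and adjusted p = 0.578 with an estimated correlation). They include *Ttr*, which encodes transthyretin (−1.90, standard error 1.31), *Ecrg4* (−1.38, standard error 0.93), *Calml4* (−0.76) and *Igfbp2* (−0.63), and no member passed an unadjusted p of 0.05 in limma. Astrocyte markers were lower by a mean of −0.10, with 12 of 14 genes negative (adjusted p = 0.00780, adjusted p = 0.532 with an estimated correlation, and adjusted p = 0.00448 in fry's mixed test of change in either direction). For fry's mixed test, here and below, calls over other splits were not counted. *Gfap*, the intermediate filament of astrocytes (−0.25), and *Aldoc* (−0.17) passed an unadjusted p of 0.05 and not the adjustment over the list alone, and *Aldh1l1* (−0.23) and *Sox9* (0.15) passed neither. Microglia markers were lower by a mean of −0.07, with 11 of 15 genes negative (adjusted p = 0.0264, and adjusted p = 0.578 with an estimated correlation), and *Fcrls* (−0.19) and the complement gene *C1qc* (−0.23) passed an unadjusted p of 0.05.
On chip 1 and chip 2 the list means were 0.17 and 0.44 for the subiculum, −0.80 and −0.06 for ependymal cells, −2.12 and 0.25 for choroid plexus, −0.13 and −0.06 for astrocytes, and −0.07 and −0.08 for microglia. With the chip as a block the adjusted p values of these lists in camera lay between 0.00465 and 0.0229. The ependymal mean was −0.25 without control replicate 3, where the call held. The call ended for the subiculum without control replicate 4 (adjusted p = 0.0564), for choroid plexus without control replicate 1 (adjusted p = 0.155), for astrocytes without ethanol-exposed replicate 4 (adjusted p = 0.0545) and for microglia without any 1 of 6 mice (adjusted p up to 0.115).
Among 29 measured enzymes of DNA methylation and of histone H3K4 and H3K27 methylation, 16 values were positive and 13 negative, with a mean of 0.02 that was −0.03 after median scaling and −0.02 on chip 2 alone (adjusted p = 0.785 in camera, and adjusted p = 0.00448 in fry's mixed test of change in either direction). *Mbd4* was higher by 0.63 (standard error 0.12, adjusted p = 0.00416 over the list alone and 0.491 over all probes), and the H3K27 methyltransferase gene *Ezh2* (−0.41), the H3K4 demethylase gene *Kdm5a* (−0.24) and *Gadd45g* (−0.18) did not pass over the list alone. The smallest p belonged to *Wnt10a* (standard error 0.094, adjusted p = 0.266). The other higher genes with the smallest p besides those named above were *Cdsn* (0.53) and *Ciao3* (0.40), each detected in 6 ethanol-exposed mice and 1 control, and *Tyw1* (0.43), *Urah* (0.45), *Best1* (0.44) and the sodium-calcium exchanger *Slc8a1* (0.41), with adjusted p between 0.491 and 0.718. The lower ones were *Metrn* (−0.38), *Isoc2a* (−0.39), the ephrin *Efna3* (−0.52), the caspase *Casp8* (−0.52), *Naa60* (−0.50), *Marcksl1* (−0.34), the thyroid hormone receptor *Thra* (−0.52), *Cxxc5* (−0.45) and *Hacd1* (−0.26), with adjusted p between 0.545 and 0.718.
No probe passed an adjusted p of 0.05 in limma, and none did in the test without moderation. At an unadjusted p under 0.05, limma gave 648 higher and 594 lower probes, where 964 in all are expected with no change. Probes vary together, so this count can stray far from its expected value, and its spread over other splits was not measured. The counts were 147 higher and 637 lower with median scaling, 805 and 850 on chip 1 alone, and 428 and 489 on chip 2 alone. In simulated values, independent normal noise drawn from each probe's mean and spread, 80% of 50 probes changed by 1.5-fold passed the adjusted p. Of 50 probes changed by 2-fold, 96% passed it. The simulation held no chip effect and no variation shared between probes, and its larger changes ease the adjusted threshold for those of 1.5-fold. These shares are therefore not the power of the real arrays. Because none of the genes passed multiple testing correction, the paper proposes that they may be false positives, and it turns to qPCR of *Slc17a6* in additional cohorts, from which it concludes that this gene is up-regulated in the ethanol-exposed group (Fig. 1a).

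**Figure D2:**
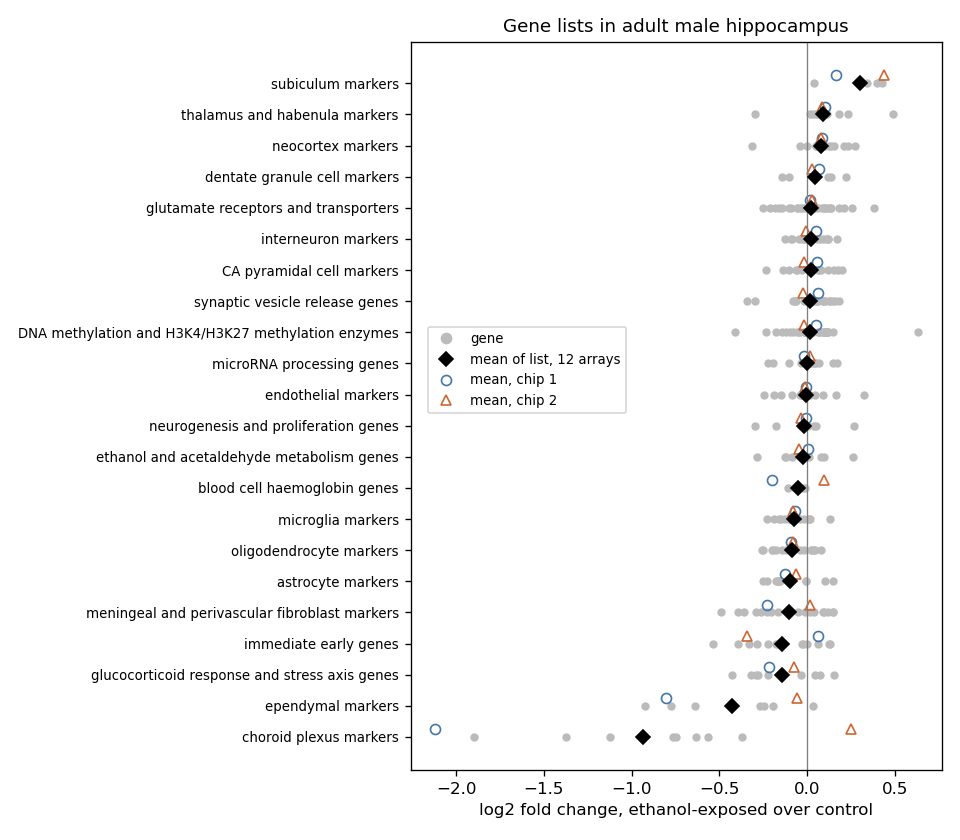
Log2 fold changes, ethanol-exposed over control, of the measured genes (grey) of 22 gene lists, with the mean of each list over all 12 arrays (diamonds), over chip 1 (circles) and over chip 2 (triangles). The choroid plexus list has its mean at −2.12 on chip 1 and at 0.25 on chip 2.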

Interestingly, not all ethanol-exposed offspring were equally affected; the highest *Slc17a6* expressors were increased approximately threefold compared to controls while others had basal levels of expression which were equivalent to the controls. This variation in expression (*F* test, *P* < 0.001), even within litters, in inbred ethanol-exposed mice parallels our previous findings with *A*^*vy*^ [25] lending further support to the idea that the influence of early gestational ethanol exposure on gene expression is stochastic. Altered expression of *Slc17a6* was not detected in adult ethanol-exposed female offspring, indicating that the effect is also sex-specific (Additional file 1: Figure S2).

**Fig. 1:**
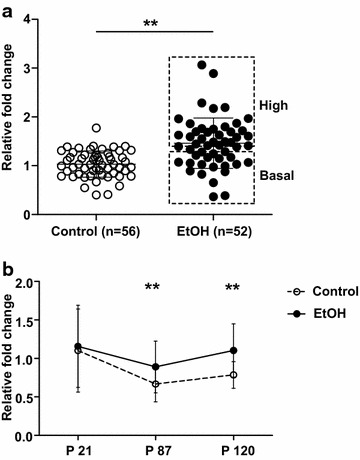
qPCR analysis of *Slc17a6* expression in the male hippocampus. **a** *Slc17a6* expression in the male hippocampus at P87. A total of 56 control mice and 52 ethanol-exposed (EtOH) mice from three independent cohorts were assayed. Basal (fold change of ~1 relative to controls) and high (>1.35-fold) *Slc17a6* expressors in the ethanol-exposed group are *boxed*. **b** Hippocampal *Slc17a6* expression in males at different ages. Controls (*open circle*) at P21 (*n* = 30 mice), P87 (*n* = 56 mice) and P120 (*n* = 11 mice) and ethanol-exposed mice (*filled circle*) at P21 (*n* = 36 mice), P87 (*n* = 52 mice), P120 (*n* = 18 mice) are shown. Data were normalised to *Hprt1* and are plotted as mean and standard deviation. **P < 0.01 (*t* test, two-tailed)

*Slc17a6* (VGLUT2) is one of three vesicular glutamate transporters that function in the uptake of glutamate into synaptic vesicles. It is primarily expressed in the hippocampus during the first 2–3 weeks of postnatal development, coincident with brain growth and maturation [29, 30]. A developmental switch in expression then occurs in which VGLUT2 is downregulated and VGLUT1 is up-regulated to become the predominant VGLUT in the hippocampus in adulthood [29, 30]. Consistent with the literature, qPCR analysis in control male offspring showed a decrease in hippocampal *Slc17a6* expression from P21 (3 weeks of age) to P87 (adulthood), which persisted until at least P120 (Fig. 1b). Expression of *Slc17a6* in ethanol-exposed male offspring was similar to controls at P21, but was significantly increased at P87 and P120 (Fig. 1b; Additional file 1: Figure S3), indicating that prenatal ethanol exposure disrupts the developmental silencing of *Slc17a6* in the hippocampus. 

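*Slc17a7*, which encodes the vesicular glutamate transporter VGLUT1, had a normalized log2 signal of 12.48 ± 0.12 (SD, n = 6) in ethanol-exposed mice and 12.53 ± 0.08 (SD, n = 6) in controls at its 1 probe, ILMN_2618244. In 4 of 6 ethanol-exposed mice it lay above the control median. The log2 fold change was −0.06 (standard error 0.074, 95% interval −0.21 to 0.10, adjusted p = 0.903 in limma, and p = 0.361 in the two-sided exact permutation test of the difference in means). It was 0.03 on chip 1 and −0.14 on chip 2, and with the chip as a block the unadjusted p was 0.471 in limma.
Of 36 genes of glutamate receptors and transporters in the list, 26 were measured, with 14 positive and 12 negative values and a mean log2 fold change of 0.02 (adjusted p = 0.930 in camera, adjusted p = 0.963 with an estimated correlation, and adjusted p = 0.136 in fry's mixed test of change in either direction). The mean was 0.02 on chip 1 and 0.03 on chip 2, and −0.02 after median scaling. At an unadjusted p under 0.05 in limma, 1 gene was higher, the metabotropic receptor *Grm4* (0.38, standard error 0.13), and 1 was lower, the postsynaptic scaffold gene *Shank3* (−0.25, standard error 0.075). None passed when adjusted over the list alone, where *Shank3* had an adjusted p = 0.122 and *Grm4* an adjusted p = 0.128, and none passed over all probes. The NMDA receptor genes *Grin3a* (0.18), *Grin2a* (0.25), *Grin2b* (0.10 and 0.00 at 2 probes) and *Grin2c* (−0.21) and the transporter genes *Slc1a2* (−0.16), *Slc1a1* (0.14 and 0.11 at 2 probes) and *Slc1a3* (−0.01) did not pass an unadjusted p of 0.05. *Grin3a* passed it with no background correction (unadjusted p = 0.0390), *Slc1a1* at the probe with 0.14 on chip 1 alone (unadjusted p = 0.0475), and *Grin2a* and *Grin2c* without control replicate 5 (unadjusted p = 0.0376 and 0.0356). *Grin2b* at the probe with 0.00 changed sign in several settings (−0.060 after median scaling), as did *Slc1a3* on chip 2 alone (0.018). *Grin2d* and *Grin3b* were detected on 0 of 12 arrays, and no probe is annotated to *Grin1*.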

Expression of *Slc17a7* (VGLUT1) was not changed in the hippocampi of adult ethanol-exposed offspring in the initial microarray experiment, so was not examined further.

### Increased transcription of *Slc17a6* correlates with decreased promoter DNA methylation in adult ethanol-exposed offspring

To examine whether *Slc17a6* expression was associated with a specific promoter DNA methylation pattern, clonal bisulphite sequencing was carried out on a region extending from −144 to −20 bp relative to the transcriptional start site identified by Li and colleagues in the mouse brain [31]. The region (BS1) contains nine CpG dinucleotides (Fig. 2a). Adult hippocampal samples were divided into three groups for DNA methylation analysis: controls, ethanol-exposed offspring that had basal expression of *Slc17a6* (fold change ~1 relative to controls), and ethanol-exposed offspring that had increased expression of *Slc17a6* (>1.35-fold compared to controls). The rationale for separating ethanol-exposed mice into two subgroups, representing unaffected offspring (basal expressors) and affected offspring (high expressors), was to reduce background “noise” and allow epigenetic changes that are associated with transcriptional up-regulation to be more easily detected. Ethanol-exposed basal *Slc17a6* expressors had an average of 4.7 % methylation per clone which was not significantly different from controls (average of 4.5 % methylation per clone) (Fig. 2b). In contrast, ethanol-exposed high *Slc17a6* expressors displayed a significant decrease in promoter DNA methylation, with an average of 0.7 % methylation per clone (Fig. 2b). At P21, where hippocampal *Slc17a6* transcription is high and there is no differential expression between groups, the average % methylation per clone was not significantly different between control and ethanol-exposed offspring (Additional file 1: Figure S4).

**Fig. 2:**
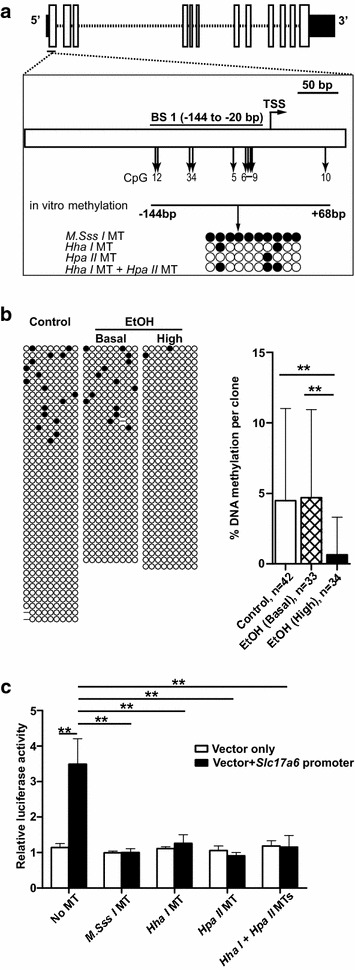
DNA methylation at the *Slc17a6* promoter. **a** Schematic representation of the *Slc17a6* gene. *Solid boxes* represent the 5′ and 3′UTRs and *open boxes* represent exons. A region spanning −255 to +90 bp relative to the transcriptional start site (TSS) is drawn below. The region (BS1, −144 to −20 bp) and CpG sites (*vertical arrows*, CpGs 1–9) examined by clonal bisulphite sequencing are indicated, as is the region used in in vitro reporter assays (CpGs 1–10, −144 bp to +68 bp). Four different CpG methylation patterns were generated for reporter assays using three bacterial methyltransferases (MTs), *M.SssI* MT, *Hha*I MT and *Hpa*II MT either alone or in combination. *Filled* and *open circles represent* methylated and unmethylated CpGs, respectively. **b** DNA methylation in the adult hippocampus (P87 and 120). Each line of nine CpGs represents the DNA methylation state of one allele in one cell. Clones from controls (total *n* = 42 from 16 mice) as well as basal (total *n* = 33 from 16 mice) and high (total *n* = 34 from 17 mice) *Slc17a6* expressors in the ethanol-exposed (EtOH) group are shown. A *graph* of % DNA methylation per clone is also shown. **c** The impact of *Slc17a6* promoter methylation (CpGs 1–10, −144 to +68 bp) on luciferase activity in vitro. The results of three independent experiments in CAD cells are shown. Data are presented as mean and standard deviation. **P < 0.01 (*t* test, two-tailed)

An in vitro reporter assay was used to investigate whether DNA methylation at the *Slc17a6* promoter was capable of affecting gene expression. The promoter region, spanning −144 to +68 bp and containing ten CpG dinucleotides (nine of which were examined previously by clonal bisulphite sequencing) was inserted upstream of a firefly luciferase reporter gene. Three bacterial methyltransferases, including a CpG methyltransferase (*M.Sss I*), *Hpa*II methyltransferase and *Hha*I methyltransferase, were then used either alone or in combination to generate four different promoter methylation patterns prior to transient transfection into a murine neuronal cell line, Cath.a-differentiated (CAD). The CAD cell line is derived from a CNS catecholaminergic cell line, Cath.a, and expresses markers found in differentiated neurons [32]. Transfection efficiency was normalised by co-transfection with a plasmid containing *Renilla* luciferase. Figure 2c shows that insertion of the *Slc17a6* promoter region upstream of the reporter gene significantly increased luciferase activity compared to vector only (*P* < 0.01), confirming its promoter activity. DNA methylation had no effect on the luciferase activity of vector-only constructs, but it significantly reduced luciferase activity in constructs containing the *Slc17a6* promoter (*P* < 0.01, Fig. 2c). Moreover, the effect of DNA methylation was the same regardless of whether all ten CpGs in the *Slc17a6* promoter were methylated (*M.Sss I*) or only one CpG site was methylated (*Hpa*II methyltransferase). Similar results were obtained with a second neuronal cell line, Neuro 2a (Additional file 1: Figure S5). The results indicate that small changes in DNA methylation can have a dramatic effect on *Slc17a6* promoter function.

### Enrichment of histone H3 lysine 4 trimethylation (H3K4me3), an active chromatin mark, at *Slc17a6* is associated with increased transcription

ChIP-qPCR was used to assay the hippocampal levels of H3K4me3 (associated with transcriptional activation) and histone H3 lysine 27 trimethylation (H3K27me3, associated with transcriptional repression) at a region in the *Slc17a6* promoter (−240 to −94 bp; Fig. 3a) that has previously been shown to be enriched for these marks in adult C57BL/6 cerebellum [33, 34]. Chromatin was prepared from the pooled hippocampi of twelve males per group. H3K4me3, but not H3K27me3, was enriched at *Slc17a6* in both ethanol-exposed and control offspring at P21, consistent with the high expression of *Slc17a6* in both groups at this age (Fig. 3b, c). In adult control offspring, H3K4me3 was significantly decreased and H3K27me3 was significantly increased compared to P21 (Fig. 3b, c) coincident with the developmental silencing of *Slc17a6*. H3K4me3 and H3K27me3 levels in adult ethanol-exposed basal *Slc17a6* expressors were no different to controls; however, ethanol-exposed high *Slc17a6* expressors had a significant increase in H3K4me3 compared to controls (Fig. 3b, c).

**Fig. 3:**
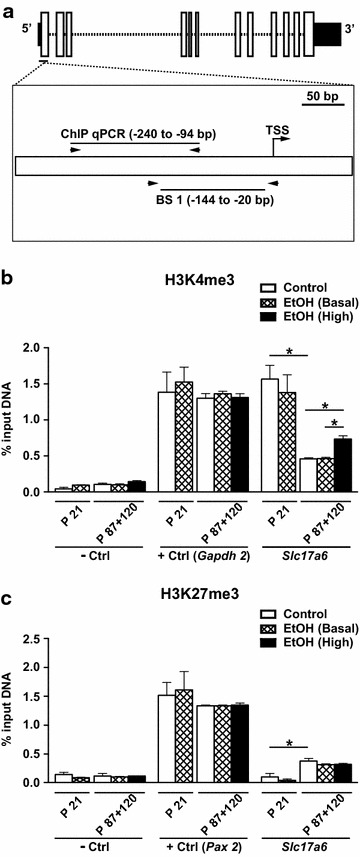
Analysis of H3K4me3 and H3K27me3 at *Slc17a6.* **a** Schematic representation of the *Slc17a6* gene showing the region assayed by ChIP-qPCR (−240 to −94 bp) relative to BS1 and the TSS is shown. *Horizontal arrows* represent PCR primers. **b** H3K4me3 in the male hippocampus at P21 and P87 + 120 (*n* = 12 mice/group, pooled). A gene desert and *Gapdh2* were used as a negative control (−Ctrl) and positive control (+Ctrl), respectively. **c** H3K27me3 in the male hippocampus at P21 and P87 + 120 (*n* = 12 mice/group, pooled). A gene desert and *Pax2* were used as negative and positive controls, respectively. Data are shown as mean and standard deviation. *P < 0.05 (*t* test, two-tailed)

### Prenatal ethanol exposure is associated with a reduction in hippocampal VGLUT2 levels

Western blotting was used to investigate whether *Slc17a6* mRNA levels correlated with VGLUT2 protein levels in the adult male hippocampus (Fig. 4a). We found that, compared to controls, VGLUT2 was significantly lower in high *Slc17a6* expressors in the ethanol-exposed group, and showed a trend towards reduced levels (*P* = 0.06) in basal *Slc17a6* expressors in the ethanol-exposed group (Fig. 4b). Pearson correlation analysis found no relationship between *Slc17a6* mRNA and VGLUT2 protein levels in the ethanol-exposed group (*P* > 0.05). The results indicate that prenatal ethanol exposure is associated with a reduction in VGLUT2 protein regardless of the *Slc17a6* mRNA levels in hippocampus. Moreover, they suggest that there is post-transcriptional regulation of VGLUT2.

**Fig. 4:**
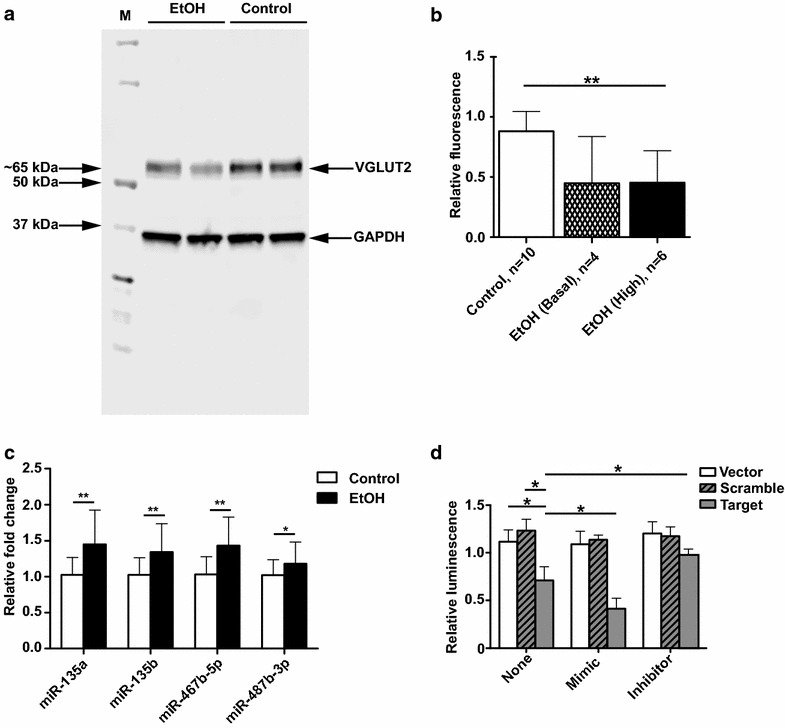
Post-transcriptional regulation of *Slc17a6.* **a** Representative western blot of VGLUT2 (65 kDa) in the adult male hippocampus (*n* = 2 per group). GAPDH (38 kDa) was used as a loading control. **b** Quantitation of VGLUT2 levels in controls (*n* = 10 mice), basal expressors of *Slc17a6* in the ethanol-exposed group (*n* = 4 mice) and high expressors of *Slc17a6* in the ethanol-exposed group (*n* = 6 mice). **c** qPCR analysis of miRNA expression in the adult male hippocampus (*n* = 28 in the ethanol-exposed group and *n* = 32 in the controls). Expression was normalised to U6 snRNA. **d** miR-467b-5p targets the 3′UTR of *Slc17a6* in an in vitro reporter assay. Luminescence is shown for vector only, vector containing the 3′UTR of *Slc17a6* (Target) and vector with a mutated *Slc17a6* 3′UTR (Scramble) under three different co-transfection conditions: no co-transfection (None), addition of a miR-467b-5p mimic (Mimic) or addition of a miR-467b-5p inhibitor (Inhibitor). Assays were done in quadruplicate, and the results from three independent experiments in CAD cells are shown. Data are shown as mean and standard deviation. *P < 0.05, **P < 0.01 (*t* test, two-tailed)

### Alterations in adult hippocampal miRNA expression in response to prenatal ethanol exposure

Expression profiling was performed in the adult hippocampus (*n* = 6 per group) and of 944 mature miRNAs assayed, 488 were expressed in both the ethanol-exposed and control groups. Of these, fifteen miRNAs were differentially expressed (>1.5-fold, uncorrected *P* < 0.0005, Additional file 1: Table S2). Seven miRNAs were selected for qPCR validation experiments based on factors such as expression fold change, *P* value, miRNA family membership and genomic location (Additional file 1: Table S2). Four out of seven miRNAs, miR-135a, miR-135b, miR-467b-5p and miR-487b, were confirmed to be significantly up-regulated in ethanol-exposed mice (Fig. 4c).

### Ethanol-sensitive miR-467b-5p targets *Slc17a6*

One of the ethanol-sensitive miRNAs, the mouse-specific miR-467b-5p, was predicted to bind to the 3′UTR of *Slc17a6* by TargetScan (Release 6.2) [35]. Therefore, the interaction was tested experimentally using an in vitro reporter assay. Briefly, the predicted miR-467b-5p target site (position 374-380 of *Slc17a6* 3′UTR, NCBI:NM_080853) or a mutated target site (Scramble) was inserted into the 3′UTR of a firefly luciferase reporter gene. The constructs were then transiently transfected into a murine neural cell line, CAD, which is known to express miR-467b-5p (determined by qPCR). The specificity of the interaction was tested by co-transfection with either a miR-467b-5p mimic or inhibitor. Figure 4d shows that firefly luciferase activity was significantly decreased when the putative target site of miR-467b-5p was inserted adjacent to the reporter compared to vector only or the Scramble construct. Furthermore, the decrease in luminescence was augmented by co-transfection of a miR-467b-5p mimic and partially ameliorated by co-transfection of a miR-467b-5p inhibitor (Fig. 4d). There was no effect of the mimic or inhibitor on the vector only or Scramble constructs. Similar results were obtained with a second neuronal cell line, Neuro 2a (Additional file 1: Figure S6). Taken together, the results indicate a specific interaction between miR-467b-5p and the 3′UTR of *Slc17a6* in vitro, and suggest that a similar interaction contributes to reduced hippocampal VGLUT2 protein levels in ethanol-exposed adult males in vivo.

### Ethanol-sensitive miRNA expression in the hippocampus is mirrored in the serum of the same animal

We investigated whether ethanol-sensitive miRNAs in the hippocampus were also differentially expressed in serum. Three miRNAs, miR-135a, miR-135b and miR-467b-5p, were significantly up-regulated (≥twofold) in the ethanol-exposed group compared to controls (Fig. 5). Linear regression analysis showed significant linear relationships between the hippocampus and serum for miR-135a (*R*^2^ = 0.84, *P* < 0.01), miR-135b (*R*^2^ = 0.91, *P* < 0.001) and miR-467b-5p (*R*^2^ = 0.60, *P* < 0.05) in ethanol-exposed mice only. The results reveal that, for these miRNAs, serum expression levels could be used as a proxy for hippocampal expression levels in ethanol-exposed offspring.

**Fig. 5:**
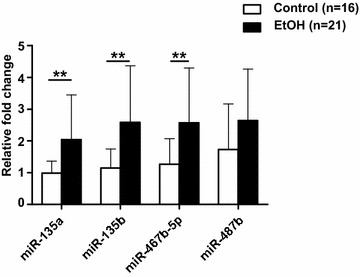
Ethanol-sensitive miRNA expression in the serum of adult male offspring. qPCR analysis of ethanol-sensitive miRNAs in the serum of adult (PD 87 and 120) male ethanol-exposed (*n* = 21 mice) and control (*n* = 16 mice) offspring from three independent cohorts. Expression was normalised to exogenously spiked synthetic *C. elegans* miR-39 (Syn-cel-miR-39). Data are shown as mean and standard deviation. **P < 0.01 (*t* test, two-tailed)

## Discussion

Alcohol consumption by young women has dramatically increased in recent years raising concern about prenatal alcohol exposure, particularly before pregnancy is confirmed [36]. We have used voluntary maternal consumption of 10 % (v/v) ethanol from fertilisation (0.5 dpc) to 8.5 dpc in C57BL/6J mice to model ethanol exposure during the first 3–4 weeks of human gestation. The estimated peak maternal blood alcohol concentration in this model is 120 mg/dl or 0.12 % [26], approximately twice the legal driving limit in most countries. We previously found that ethanol-exposed offspring had craniofacial dysmorphology at P28–30 [26] and alterations in behaviour [27] in adulthood. Here, we have identified increased *Slc17a6* mRNA and decreased VGLUT2 protein levels in the hippocampi of adult male ethanol-exposed offspring. Transcriptional activation of *Slc17a6* was stochastic and correlated with both reduced promoter DNA methylation and significant enrichment for H3K4me3, suggesting a more open and accessible chromatin conformation. At this stage, we do not know if the observed epigenetic changes are a cause or consequence of the transcriptional changes. The decrease in promoter DNA methylation at *Slc17a6* was modest, changing from an average of 4.5 % methylation per clone in controls to an average of 0.7 % methylation per clone in ethanol-exposed high expressors; however, in vitro reporter studies demonstrated that methylation at a single CpG site was sufficient to repress *Slc17a6* promoter activity. The mechanism by which this occurs is unknown, but appears to be not specific to any particular CpG site. To our knowledge, this is the first report to link promoter DNA methylation and post-translational histone modifications with *Slc17a6* transcription, both normally and in response to an adverse environmental exposure in pregnancy.

Protein levels are generally assumed to correspond with mRNA levels but it is becoming increasingly apparent that mRNA and protein abundances are often only weakly correlated within a tissue [37, 38]. Moreover, the mechanisms underlying these discrepancies are poorly understood. We found that hippocampal VGLUT2 protein levels were consistently decreased in ethanol-exposed offspring regardless of *Slc17a6* mRNA levels. One possible explanation for this is post-transcriptional regulation by miRNAs. Expression profiling in the adult male hippocampus identified 15 candidate ethanol-sensitive miRNAs, ten of which were members of the same family and/or clustered to similar genomic locations, suggesting that the effect of ethanol exposure on miRNA expression is not random. Seven miRNAs representative of each family or genomic location were selected for validation experiments and four miRNAs were confirmed to be significantly up-regulated in ethanol-exposed offspring. Of these, miR-467b-5p was predicted to target *Slc17a6*, among other genes. MicroRNA-467b-5p is positioned in a mouse-specific cluster of up to 65 miRNAs in intron 10 of the *Scm*-*like with four mbt domains 2* (*Sfmbt2*) gene [39]. Five other miRNAs from this cluster were also on our list of fifteen candidate ethanol-sensitive miRNAs. These findings are consistent with Laufer and colleagues, who identified differential expression at three small non-coding RNA clusters, including *Sfmbt2*, in mouse whole brain following prenatal ethanol exposure [23]. In vitro reporter experiments confirmed a specific interaction between the 3′UTR of *Slc17a6* and miR-467b-5p, implicating this miRNA in the down-regulation of hippocampal VGLUT2 in ethanol-exposed mice. Together, the results suggest complex, independent transcriptional and post-transcriptional effects at VGLUT2 in the mouse hippocampus in response to prenatal ethanol exposure. Although the impact of miR-467b-5p would not be reproduced in humans, our findings show that such a mechanism is possible in the hippocampus and could involve other ethanol-sensitive miRNAs.

Of the remaining validated ethanol-sensitive miRNAs, miR-135a and miR-135b are well-conserved and predicted to target *Complexin 1* and *Complexin 2* (TargetScan, Release 6.2), which are involved in modulating neurotransmitter release [40]. 

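*Cplx2*, which encodes a protein that binds the SNARE complex and controls vesicle fusion, had a normalized log2 signal of 11.91 ± 0.22 (SD, n = 6) in ethanol-exposed mice and 12.26 ± 0.11 (SD, n = 6) in controls at probe ILMN_1238436. Its log2 fold change was −0.34 (standard error 0.10, 95% interval −0.56 to −0.13, unadjusted p = 0.00410 and adjusted p = 0.718 in limma), a ratio of 0.787. All 6 ethanol-exposed mice lay below the control median, and the two-sided exact permutation test of the difference in means gave p = 0.0152. Its paralog *Cplx1*, at probe ILMN_1226042, had a log2 fold change of 0.06 (standard error 0.076, 95% interval −0.10 to 0.23, adjusted p = 0.886 in limma, and p = 0.327 in the exact permutation test of the difference in means), with 5 of 6 ethanol-exposed mice above the control median. On chip 1 and chip 2 the values were −0.30 and −0.39 for *Cplx2* and 0.10 and 0.03 for *Cplx1*. With the chip as a block the unadjusted p was 0.00278 for *Cplx2* and 0.391 for *Cplx1* in limma.
Of 25 genes of synaptic vesicle release in the list, 21 were measured, with 14 positive and 7 negative values and a mean of 0.02, which was 0.06 on chip 1 and −0.02 on chip 2 and −0.02 after median scaling (adjusted p = 0.362 in camera, and adjusted p = 0.762 with an estimated correlation). At an unadjusted p under 0.05 in limma, *Cplx2* was lower and *Syt1*, the calcium sensor of release, was higher (0.15, standard error 0.066). When adjusted over the list alone neither passed (*Cplx2*, adjusted p = 0.0861). The active zone gene *Bsn* (−0.30) and the vesicle glycoprotein gene *Sv2b* (0.18) did not pass an unadjusted p of 0.05. A test of change in either direction over the list, fry's mixed test, gave an adjusted p = 0.0122. How often other splits of the arrays give such a call was not counted.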

*Complexin 1* and *Complexin 2* mRNAs were not differentially expressed between groups in our initial microarray-based screen of gene expression; however, it is possible that these miRNAs affect translation and protein levels are changed. MicroRNA regulation of target protein translation (with no effect on mRNA levels) has previously been reported in the placenta in a mouse model of intrauterine calorie restriction [41]. Analysis of putative target genes for miR-487b did not reveal any candidates that are known to play a role in hippocampal function.

There is increasing interest in the use of circulating miRNAs in the diagnosis of human disease, particularly cancer [42–44]. Recent investigation of an ovine model of binge ethanol exposure throughout pregnancy identified a number of plasma miRNAs in newborn lambs that were sensitive and specific indicators of prenatal ethanol exposure, and were predicted to target pathways involved in growth [45]. We found that the three ethanol-sensitive miRNAs with the highest average expression fold changes in the hippocampus, including the well-conserved miR-135a and miR-135b, were also significantly up-regulated in serum. Interestingly, expression levels in both tissues were significantly linearly correlated in the same animal suggesting that, for these miRNAs, serum expression could be used as a surrogate for expression levels in the hippocampus.

## Conclusions

Prenatal ethanol exposure affects hippocampal gene expression and epigenetic state at multiple levels. Further, these effects are observed following a relatively moderate exposure early in pregnancy, and only in adult male offspring. Our findings are consistent with the idea that some of the cognitive and behavioural phenotypes observed in foetal alcohol spectrum disorders may be due to altered epigenetic and/or miRNA-mediated control of glutamate neurotransmission in the hippocampus. Although further work is needed in both mice and humans, our findings also suggest that circulating miRNAs could be used as noninvasive biomarkers of in utero ethanol exposure as well as hippocampal dysfunction.

## Methods

### Animals and prenatal ethanol exposure

Animal work was conducted in accordance with the Australian code for the care and use of animals for scientific purposes, and was approved by an Animal Ethics Committee at The University of Queensland (MMRI/120/12/NHMRC). Prenatal ethanol exposure in inbred C57BL/6J mice was performed as described previously [26]. The model is based on voluntary maternal consumption of 10 % (v/v) ethanol from fertilisation to 8.5 dpc. Briefly, adult (8-week-old) C57BL/6J males and C57BL/6J females (6–7 weeks) were purchased from the Animal Resources Centre (Perth, Australia) and habituated to a 12-h light/12-h dark cycle for a week before mating. Males were paired with a single, nulliparous female overnight and females were checked each morning for the presence of a vaginal plug (defined as 0.5 dpc). At 0.5 dpc, the male and female were separated and females were randomly assigned to either the ethanol-exposed group [10 % (v/v) ethanol] or control group (water). Pregnant females were allowed free access to both food and liquid, and the volume of liquid consumed was measured to the nearest 0.2 ml every 24 h. Following 8 days of exposure, ethanol-exposed females were given water for the remainder of the experiment. Female body weight was measured at 0.5 and 8.5 dpc.

### Microarray-based analysis of gene expression

Hippocampi were dissected from male ethanol-exposed and control offspring (*n* = 6 per group) at P87, snap-frozen in liquid nitrogen and stored at −80 °C. Total RNA was extracted using the RNeasy Plus Mini kit (Qiagen, Netherlands). For each sample, 500 ng of total RNA was used for complementary RNA (cRNA) synthesis using the TotalPrep RNA Amplification kit (Illumina, USA) and 1.5 µg of cRNA was then hybridised to MouseWG-6 v2.0 Expression BeadChips (Illumina, USA) at 58 °C for 16 h according to the manufacturer’s instructions. Data were quantile normalised using Genome Studio v1.9.0 (Illumina, USA) and differential expression was determined using GeneSpring GX11 (Agilent, USA) on default settings. Genes with uncorrected *P* values less than 0.05 and expression fold changes greater than 1.5 were selected for validation experiments.

### Availability of supporting data

The microarray data sets supporting the results of this article are available in the Gene Expression Omnibus (GEO) repository under accession number GSE60000 (http://www.ncbi.nlm.nih.gov/geo/).

### qPCR validation of differential gene expression

RNA (250 ng) was reverse transcribed in a 20 µl reaction using 100 ng of random hexamer primers (Life Technologies, USA), 500 µM dNTP mix, 1× first strand buffer, 5 mM DTT, 40 units of RNaseOUT (Life Technologies, USA) and 200 units of SuperScript III Reverse Transcriptase (Life Technologies, USA). The cDNA was then diluted 1 in 10 and 4 µl was used in the qPCR with 1× SYBR green MasterMix (Life Technologies, USA), 0.3 µM of forward/reverse primers (Additional file 1: Table S3) and 0.2 µl of ROX dye (Life Technologies, USA). Cycling parameters were 50 °C for 5 min, followed by 40 cycles of denaturation at 95 °C for 15 s and annealing and extension at 60 °C for 1 min. Each reaction was performed in triplicate. *Gapdh* and *Hprt1* were used as housekeepers, and similar results were obtained with both genes. Analysis was performed using the 2^−ΔΔCT^ method.

### Clonal bisulphite sequencing

A total of 1 µg of genomic DNA was converted with sodium bisulphite using the EpiTect Bisulfite kit (Qiagen, Netherlands) according to the manufacturer’s instructions. A region (BS1) extending from −144 to −20 bp relative to the transcriptional start site identified by Li and colleagues in the mouse brain [31] was then amplified using a semi-nested PCR strategy. The first round PCR was conducted in a 50 µl reaction that contained 3 µl of converted genomic DNA, 1× BIOTAQ NH_4_ buffer, 1.5 mM MgCl_2_, 200 µM dNTPs, 0.3 µM of each primer (BS_F and BS_R1, Additional file 1: Table S3) and 1 U BIOTAQ DNA Polymerase (Bioline, UK). Cycling parameters involved denaturation at 94 °C for 5 min followed by 29 cycles of denaturation at 94 °C for 1 min, annealing at 58 °C for 1 min, and extension at 72 °C for 1 min. A final extension step was carried out at 72 °C for 3 min. First round PCR product (1 µl) was used as template for a second round PCR using primers BS_F and BS_R2 (Additional file 1: Table S3) and the same reaction and cycling conditions as the first round. Two independent semi-nested PCRs were performed per sample to reduce the impact of PCR bias on the results [46]. PCR products were gel-purified, subcloned into the pGEM-T vector (Promega, USA) and transformed into *E. coli* DH5α competent cells according to standard protocols. Two to four clones were sequenced per PCR and were analysed using BiQ Analyzer with default settings [47].

### In vitro reporter assays of promoter function

The *Slc17a6* promoter (−144 to +68 bp) was amplified from mouse hippocampal genomic DNA using the primers PM_F and PM_R (Additional file 1: Table S3) and ligated to the pGL4.14 [*luc2*/Hygro] vector (Promega, USA) using *Sfi*I restriction enzyme sites. A CpG methyltransferase (*M.SssI*), *Hpa*II methyltransferase or *Hha*I methyltransferase (New England Biolabs, USA) were used either alone or in combination to methylate the promoter-containing construct and vector only according to the manufacturer’s instructions. pGL4.14-based plasmids (45 ng) and pGL4.74[*hRluc*/TK] (5 ng) were transiently transfected into CAD cells using Lipofectamine 2000 (Life Technologies, USA) according to the manufacturer’s protocol. CAD cells were grown in DMEM:HAMS F12 (1:1) with 8 % foetal bovine serum and 2 mM glutamine. pGL4.74[*hRluc*/TK] contains *Renilla* luciferase and was used to control for transfection efficiency. Transfections were performed in quadruplicate. Luciferase assays were carried out 36 h after transfection using the Dual-Glo luciferase assay system (Promega, USA) according to the manufacturer’s instructions.

### ChIP-qPCR

ChIP-qPCR was performed using the ChIP-IT High-Sensitivity Kit and ChIP-IT qPCR Analysis Kit (Active Motif, USA) according to the manufacturer’s instructions. Chromatin was prepared from the pooled hippocampi of twelve males per group. *Slc17a6* ChIP-qPCR primers, ChIP_F and ChIP_R, are listed in Table S3 (Additional file 1). The H3K4me3 and H3K27me3 antibodies, Mouse Negative Control Primer Set 1, Positive Control Primer Set *Gapdh*-*2* and Positive Control Primer Set *Pax*-2 were all purchased from Active Motif. Reactions were performed in triplicate. Data were analysed using an Excel-based ChIP-IT qPCR Analysis Spreadsheet according to the manufacturer’s instructions [48].

### Western blotting

Individual hippocampi were homogenised in a urea protein lysis buffer, centrifuged at 13,000 rpm for 5 min at 4 °C and the supernatants were and stored at −80 °C. Total protein concentration was determined using the BCA Protein Assay (Thermo Fisher Scientific, USA) following the manufacturer’s instructions. 10 µg of total protein was electrophoresed on a NuPage 4–12 % Bis–Tris gel (Life Technologies, USA) and transferred onto PDVF membrane using the Hoefer miniVE (Hoefer, USA). The membrane was incubated in Odyssey blocking buffer (LI-COR Biosciences, USA) at room temperature for 90 min, followed by incubation with a primary guinea pig polyclonal anti-VGLUT2 antibody (135404; Synaptic Systems, Germany) diluted with 5 ml Odyssey blocking buffer at a ratio of 1:1000 and 0.1 % Tween 20 (Sigma-Aldrich, USA) at 4 °C overnight with gentle rolling. The membrane was then washed four times with PBS containing 0.1 % Tween 20 (5 min each at room temperature). A fluorescent-labelled secondary antibody, IRDye 680RD Donkey anti-guinea pig (LI-COR Biosciences, USA) diluted with Odyssey blocking buffer at a ratio of 1:10,000, supplemented with 0.01 % SDS, was then incubated with the membrane in the dark at room temperature for 45 min. The membrane was washed again and scanned using the Odyssey system (LI-COR Biosciences, USA). After scanning, the membrane was rinsed with blocking buffer and incubated with a primary mouse monoclonal anti-GAPDH antibody (MAB374; Millipore, USA) at room temperature for an hour. A different fluorescent-labelled secondary antibody, IRDye 800RD Donkey anti-mouse (LI-COR Biosciences, USA), was incubated with the membrane at room temperature for 45 min followed by four washes as mentioned above. The membrane was re-scanned and VGLUT2 levels were calculated relative to GAPDH levels.

### MicroRNA profiling

Small RNA was isolated from the hippocampus using the miRNeasy mini kit (Qiagen, Netherlands). RNA (200 ng) was reverse transcribed using the miScript II RT kit (Qiagen, Netherlands) and genome-wide miRNA profiling was conducted using the miScript miRNA PCR Array (MIMM-3216ZE-12; Qiagen, Netherlands) according to the manufacturer’s instructions. A total of 944 different mature miRNAs as well as six housekeeping genes were assayed. Data were normalised to the average Ct of the two most stably expressed housekeepers: *RNU6*-*2* and *SNORD95*, and analysed by the 2^−ΔΔCT^ method using an Excel-based miScript PCR Array Data Analysis Template [49].

### TaqMan qPCR validation of differential miRNA expression

cDNA was prepared using reverse transcription primers provided with TaqMan MicroRNA Assays (Life Technologies, USA) and the TaqMan MicroRNA Reverse Transcription kit (Life Technologies, USA) according to the manufacturer’s instructions. The cDNA was then diluted 10 times with RNase-free water and 4.5 μl was mixed with 5 μl TaqMan Universal Master Mix II, no UNG (Life Technologies, USA) and 1× TaqMan MicroRNA Assay to obtain a 10 µl reaction. PCR was performed on a ViiA 7 (Applied Biosystems, USA) using 10 min denaturation at 95 °C, followed by 40 repeats of denaturation at 95 °C for 15 s and annealing and extension at 60 °C for 60 s. Reactions were performed in triplicate. Data were normalised to *RNU6*-*2* and relative expression was calculated by the 2^−ΔΔCT^ method.

### Luciferase reporter assay of miRNA–target mRNA interaction

Plasmid constructs containing the putative miR-467b-5p target site (position 374–380 of *Slc17a6* 3′UTR, NCBI:NM_080853) (Target) or a mutated target site (Scramble), containing seven mismatches in the seed region, were engineered using the *pmir*GLO vector system (Promega, USA) according to the manufacturer’s instructions. *pmir*GLO contains both a firefly luciferase reporter gene (*luc2*) and a *Renilla* luciferase reporter gene (*hRluc*-*neo fusion*). Inserts with *Pme*I (5′) and *Xba*I (3′) sticky ends were generated by annealing 2 μg of sense oligonucleotides and 2 μg of antisense oligonucleotides (Additional file 1: Table S3) in 46 μl of annealing buffer at 37 °C for 15 min after denaturation at 90 °C for 3 min. Annealed products, Target or Scramble, were ligated to linearized pmirGLO that had been digested with *Pme*I and *Xba*I. The constructs or vector only (50 ng) were transfected into 2 × 10^4^ CAD cells using Lipofectamine 2000 (Life Technologies, USA) according to the manufacturer’s protocol. Co-transfection with a miR-467b-5p mimic or an inhibitor (3.3 pmol) was performed using the same conditions. Transfected cells were cultured for 24 h and then subjected to a luciferase assay using the Dual-Glo luciferase assay system (Promega, USA) according to the manufacturer’s instructions. Assays were done in quadruplicate. Firefly luciferase activity was normalised to *Renilla* luciferase activity.

### Analysis of alcohol-sensitive miRNAs in serum

Serum was isolated from 500 μl of whole blood by centrifugation at 8000 rcf for 15 min. Serum samples (100 μl) were mixed with 3.5 µl of a synthetic spike-in control, *Caenorhabditis elegans* microRNA 39 (Syn-cel-miR-39) (1.6 × 10^8^ copies/µl), before isolation of total RNA using miRNeasy mini kit according to the serum RNA extraction protocol (Qiagen, Netherlands). Total RNA (170 ng) was reverse transcribed into cDNA using the TaqMan microRNA reverse transcription kit (Life Technologies, USA) following manufacturer’s instructions. Pre-amplification was performed using 1× TaqMan PreAmp Master Mix (Life Technologies, USA), 0.0075× pre-amplification primer pool and 2.5 μl of RT products. Cycling parameters were 95 °C for 10 min, 55 °C for 2 min and 72 °C for 2 min, followed by 12 cycles of denaturation at 95 °C for 15 s and annealing and extension at 60 °C for 4 min with a final deactivation at 99.9 °C for 10 min. To amplify the miRNAs of interest, 2.5 µl of pre-amplification products (diluted 40 times) was amplified using 1× TaqMan microRNA assay in the presence of 1× TaqMan Universal Master mix II (No AmpErase UNG) (Life Technologies, USA) following manufacturer’s instructions. Reactions were performed in triplicate. Data were normalised using Syn-cel-miR-39 and analysed using the 2^−ΔΔCT^ method.

### Statistics

All statistical analyses were conducted using R [50].

## Additional file

10.1186/s13072-015-0032-6 **Figures S1**–**S6** and **Tables S1**–**S3**. **Figure S1.** Maternal liquid consumption (A) and % weight gain (B) over the 8-day exposure period. (C) Litter size at P21. **Figure S2.** *Slc17a6* expression in the female hippocampus at P87. **Figure S3.** *Slc17a6* expression in the male hippocampus at P21 and P120. **Figure S4.** *Slc17a6* promoter DNA methylation in the hippocampus at P21. **Figure S5.** The impact of *Slc17a6* promoter methylation on luciferase activity in vitro. **Figure S6.** MicroRNA-467b-5p targets the 3′UTR of *Slc17a6* in an in vitro reporter assay. **Table S1.** Differentially expressed genes in adult male hippocampi. **Table S2**. Candidate ethanol-sensitive miRNAs in the hippocampus. **Table S3.** Oligonucleotides used in this study.

## Abbreviations

3′UTR: 3′ untranslated region
5′UTR: 5′ untranslated region
CAD: Cath.a-differentiated
ChIP: chromatin immunoprecipitation
cRNA: complementary RNA
Ctrl: control
dpc: days post coitum
EtOH: ethanol
H3K4me3: histone H3 lysine 4 trimethylation
H3K27me3: histone H3 lysine 27 trimethylation
miRNA: microRNA
mRNA: messenger RNA
MTs: methyltransferases
P: postnatal day
qPCR: quantitative PCR
RT: reverse transcription
*Slc17a6*: solute carrier family 17 member 6
TSS: transcriptional start site
VGLUT2: vesicular glutamate transporter 2

# Supplementary material for: Prenatal ethanol exposure alters adult hippocampal VGLUT2 expression with concomitant changes in promoter DNA methylation, H3K4 trimethylation and miR-467b-5p levels
**Source:** Epigenetics Chromatin. 2015 Sep 28;8:40. doi: 10.1186/s13072-015-0032-6
**Supplement:** Supplementary file 1 — 10.1186/s13072-015-0032-6 Figures S1–S6 and Tables S1–S3. Figure S1. Maternal liquid consumption (A) and % weight gain (B) over the 8-day exposure period. (C) Litter size at P21. Figure S2. Slc17a6 expression in the female hippocampus at P87. Figure S3. Slc17a6 expression in the male hippocampus at P21 and P120. Figure S4. Slc17a6 promoter DNA methylation in the hippocampus at P21. Figure S5. The impact of Slc17a6 promoter methylation on luciferase activity in vitro. Figure S6. MicroRNA-467b-5p targets the 3′UTR of Slc17a6 in an in vitro reporter assay. Table S1. Differentially expressed genes in adult male hippocampi. Table S2. Candidate ethanol-sensitive miRNAs in the hippocampus. Table S3. Oligonucleotides used in this study.

Supplementary Information

Figure legends

Figure S1. Maternal liquid consumption per day (A) and % weight gain (B) over the 8-day exposure period (0.5-8.5 dpc). (C) Litter size at P21. EtOH: ethanol-exposed mice. Data is shown as mean and standard deviation.

Figure S2. *Slc17a6* expression in the female hippocampus at P87. EtOH: ethanol-exposed mice. Data were normalised to *Hprt1* and is plotted as mean and standard deviation.

Figure S3. *Slc17a6* expression in the male hippocampus at P21 and P120. EtOH: ethanol-exposed mice. Data were normalised to *Hprt1* and is plotted as mean and standard deviation. ** $P < 0.01$ (*t*-test, two-tailed).

Figure S4. *Slc17a6* promoter DNA methylation (BS1, -144 to -20 bp) in the hippocampus at P21. Filled and open circles represent methylated and unmethylated CpGs, respectively. Each line of nine CpGs represents the DNA methylation state of one allele in one cell. 38 clones from controls (18 mice) and 47 clones from ethanol-exposed mice (EtOH, 20 mice) are shown. A graph of % DNA methylation per clone is also shown. Data is presented as mean and standard deviation. At P21 *Slc17a6* expression was equivalent in ethanol-exposed and control mice.

Figure S5. The impact of *Slc17a6* promoter methylation (CpGs 1-10, -144 to +68 bp) on luciferase activity *in vitro*. The results of three independent experiments in Neuro 2a cells are shown. Data are presented as mean and standard deviation. ** $P < 0.01$ (*t*-test, two-tailed).

Figure S6. MicroRNA-467b-5p targets the 3'UTR of *Slc17a6* in an *in vitro* reporter assay. Luminescence is shown for vector only, vector containing the 3'UTR of *Slc17a6* (Target) and vector with a mutated *Slc17a6* 3'UTR (Scramble) under three different co-transfection conditions: no co-transfection (None), addition of a miR-467b-5p mimic (Mimic) or addition of a miR-467b-5p inhibitor (Inhibitor). Assays were done in quadruplicate, and the results

from three independent experiments in Neuro 2a cells are shown. Data are shown as mean and standard deviation. * $P < 0.05$ (t -test, two-tailed).

Figure S1.

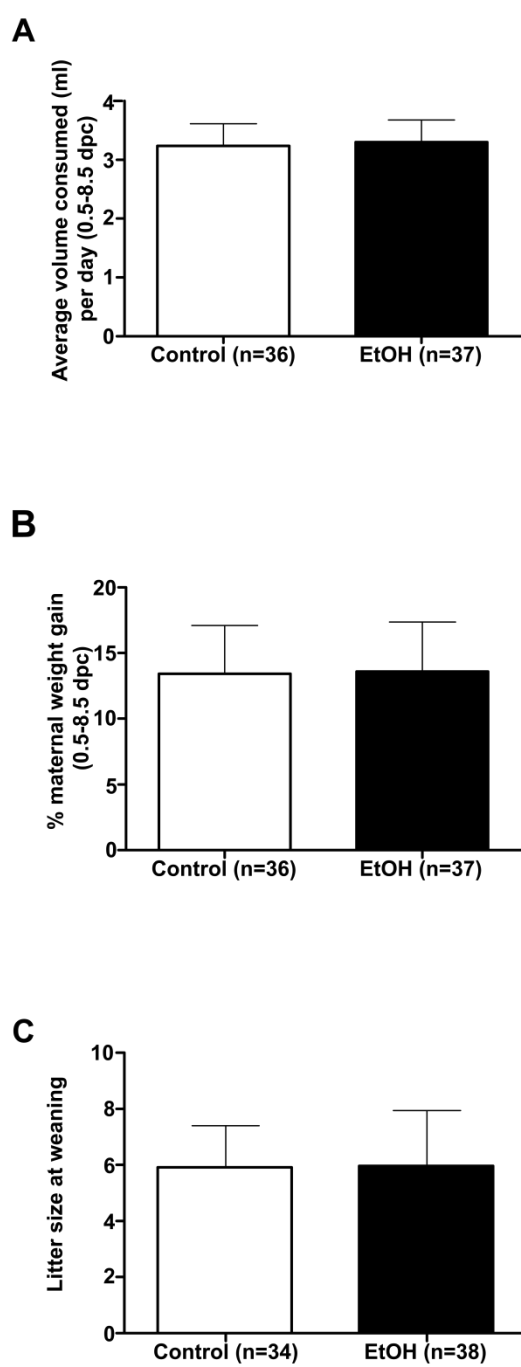

Figure S2.

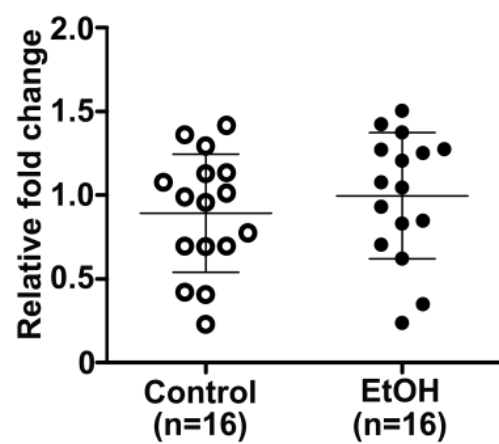

Figure S3.

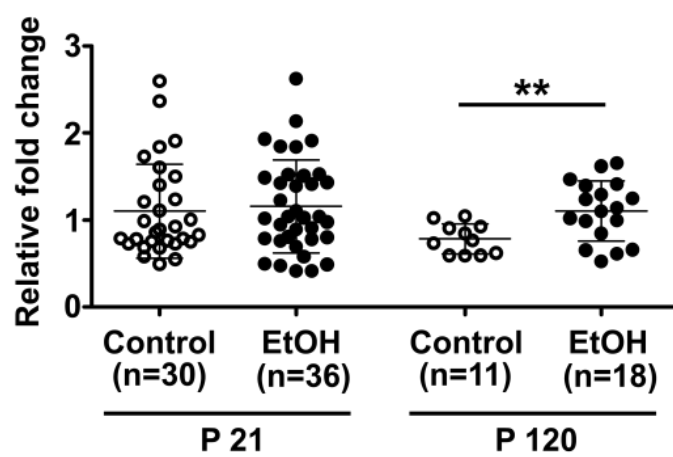

Figure S4.

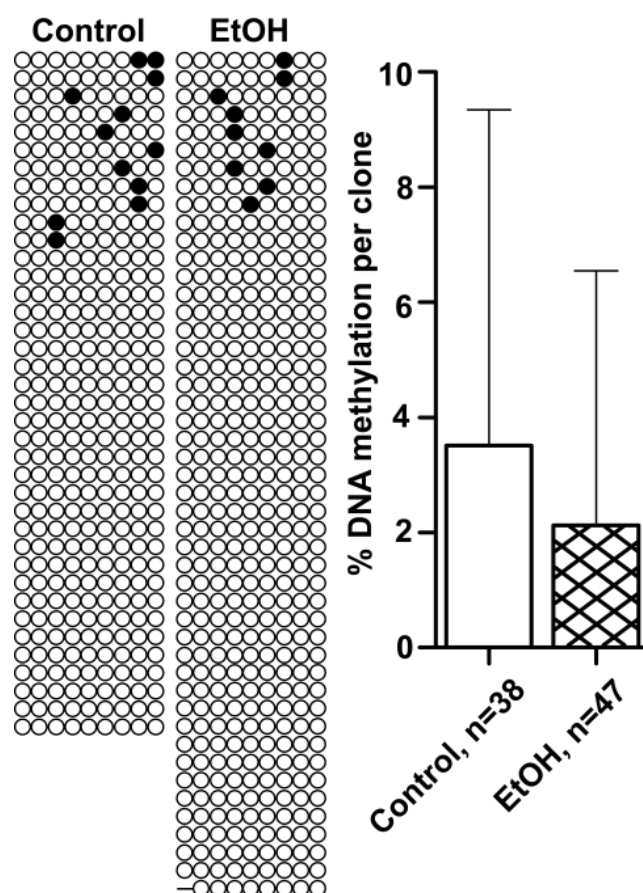

Figure S5.

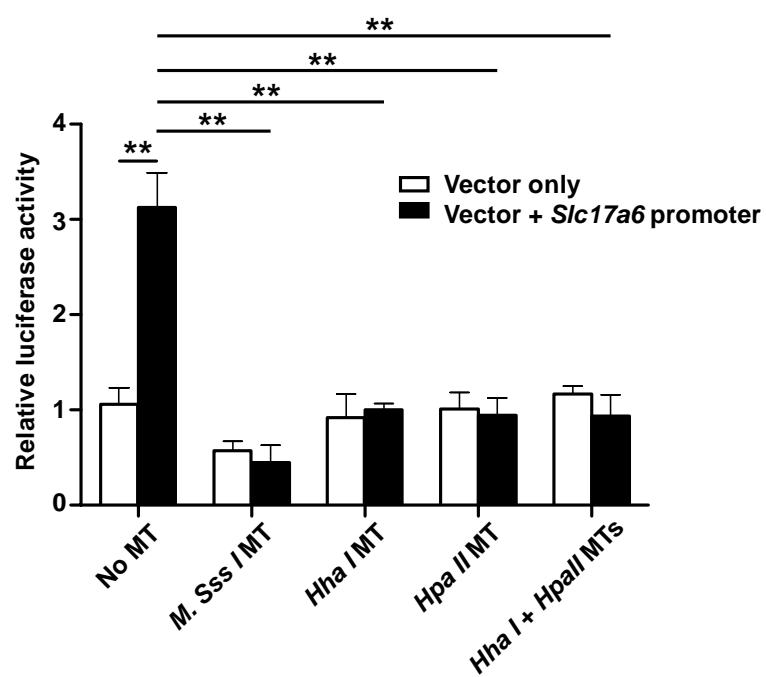

Figure S6.

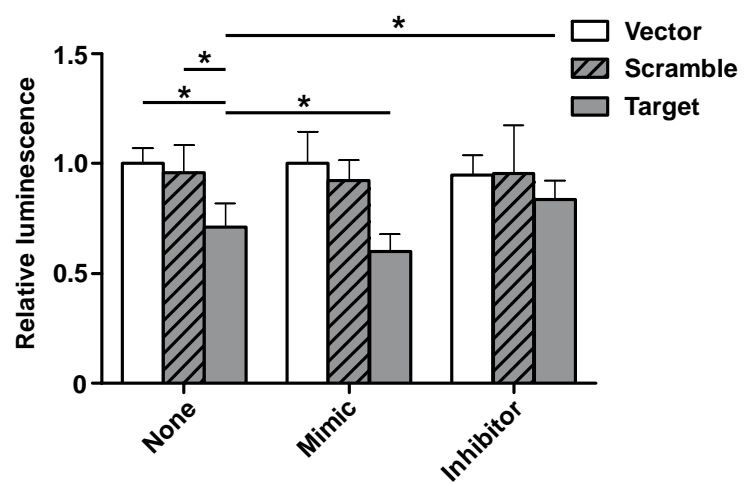

Table S1. Differentially expressed genes in adult male hippocampi

Gene [†]	P-value [‡]	Fold Change [§]	Illumina Probe ID
<i>Indolethylamine N-methyltransferase (Inmt)</i>	0.03	-1.59	ILMN_1231445
<i>Melanoma inhibitory activity 1 (Mia1)</i>	0.05	-1.55	ILMN_2777087
<i>Solute carrier family 17 member 6 (Slc17a6)</i>	0.02	1.56	ILMN_2773047
<i>Teashirt zinc finger family member 2 (Tshz2)</i>	0.02	1.55	ILMN_2922321
	0.03	1.51	ILMN_1256408

[†]Gene information was obtained from UCSC mouse genome database (Feb. 2006 (NCBI36/mm8));

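The table lists array probes, and each of its rows gives an unadjusted p, a fold change and an Illumina probe. A negative fold change is read here as −1 divided by the ratio of ethanol-exposed over control, so that −2 stands for a ratio of 0.5. On that scale the background-corrected values gave −1.87 for ILMN_1231445 (*Inmt*) and −1.81 for ILMN_2777087 (*Mia*). They gave 1.64 for ILMN_1256408 (*Tshz2*). Both *Slc17a6* probes had 1.59. In the table as it stands here, ILMN_2922321 is printed in the line of *Tshz2*, but the array annotation assigns it to *Slc17a6*. The line with no gene name holds ILMN_1256408, which the annotation assigns to *Tshz2*. *Tshz2* has 4 probes on the array, of which 3 passed the filter. *Slc17a6*, *Inmt* and *Mia* have 2 probes each, and all of them passed it. ILMN_2803249, the other *Inmt* probe, was detected on 8 of 12 arrays and ILMN_2880657, the other *Mia* probe, on 11. The 5 probes of the table were detected on all 12 arrays.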

[‡]Indicates uncorrected *P*-Value; [§]Positive and negative values indicate up-regulation and down-regulation, respectively.

Table S2. Candidate ethanol-sensitive microRNAs in the hippocampus

ID	<i>P</i> -value	FC*	Family	Reason for exclusion from qPCR validation experiments
mmu-miR-669a-5p	1.99E-05	1.539	miR-467	Clustered with miR-467b
mmu-miR-467a*	2.87E-05	1.866	miR-467	Clustered with miR-467b
mmu-miR-3097-3p	8.78E-05	2.339	miR-3097	TaqMan assay not available
mmu-miR-135a	9.94E-05	1.745	miR-135	-
mmu-miR-467b-5p	0.00011	2.338	miR-467	-
mmu-miR-669b*	0.000114	2.357	miR-467	Clustered with miR-467b
mmu-miR-135b	0.00014	1.877	miR-135	-
mmu-miR-487b	0.000191	1.977	miR-154	-
mmu-miR-450b-5p	0.000257	2.784	miR-450	-
mmu-miR-466c-5p	0.00026	2.128	miR-466	Clustered with miR-467b
mmu-miR-592	0.000333	1.815	miR-592	TaqMan assay not available
mmu-miR-467e	0.000394	1.771	miR-467	Clustered with miR-467b
mmu-miR-380-5p	0.000412	1.993	miR-379	-
mmu-miR-369-3p	0.000427	2.007	miR-154	same family as miR-487b
mmu-miR-335-3p	0.000482	1.737	miR-335	-

FC: expression fold-change. *Positive values indicate up-regulation of microRNAs.

Table S3. Oligonucleotides used in this study

ID	Sequence (5'-3')	Experiment
Slc17a6_F	gcggaggcaaagttatcaag	qPCR
Slc17a6_R	cctggaatctgggtgatgat	qPCR
Gapdh_F	tcgttgatggcaacaatctc	qPCR
Gapdh_R	cgtcccgtagacaaaatggt	qPCR
BS_F	gtaggttttatggaaggtttttt	Bisulphite PCR, Forward
BS_R1	atcaaaactcataactctcaaaacc	Bisulphite PCR, Reverse 1
BS_R2	aactcctacctaataacataatctcctc	Bisulphite PCR, Reverse 2
PM_F	<u>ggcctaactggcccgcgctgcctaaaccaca</u>	Amplify the Slc17a6 promoter
PM_R	<u>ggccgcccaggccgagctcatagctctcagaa</u>	Amplify the Slc17a6 promoter
ChIP_F	ccaaggttccttagcttcct	ChIP qPCR
ChIP_R	ttgcgaacgtgagtgataa	ChIP qPCR
Slc_TF	aaactagcggccgctagtt **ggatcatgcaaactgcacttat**	+ strand, target
Slc_TR	ctagata **aagtgcagtttgc** atgatccaactagcggccgctagttt	- strand, target
Slc_MF	aaactagcggccgctagtt **taatac** gatgagctat **gaggct**	+ strand, scramble
Slc_MR	ctagab **gcctcatagctcatcgtat** taaactagcggccgctagttt	- strand, scramble

Underlining indicates restriction enzyme recognition sites: *Sfi* I for PM_F and PM_R; *Not* I for Slc_TF, Slc_TR, Slc_MF and Slc_MR. Bold characters indicate the putative target site of miR-467b-5p and bold italic letters are the arbitrary mismatches.

How the deposited data were processed for this re-analysis (not part of the article)

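The data are 12 MouseWG-6 v2.0 expression arrays of hippocampal RNA from adult male C57BL/6J mice, 6 exposed to ethanol in utero and 6 controls. The paper gives the age as P87 and the labels as 12 weeks. Ethanol was offered to the dams at 10% (v/v) from 0.5 to 8.5 dpc. The labels give the replicate number and the chip of each array: replicates 1 to 3 of both groups lay on 1 chip and replicates 4 to 6 on the other. The groups are therefore balanced over the chips. The series holds no arrays of female mice, of other ages or of other cohorts, and no qPCR, methylation, histone or microRNA values, so the paper's statements on these were left without added data.

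The authors extracted total RNA with the RNeasy Plus Mini kit, amplified it with the TotalPrep kit, hybridised it and summarised the beads in GenomeStudio 1.9.0. One deposited table holds the intensity of each probe before normalization, on a linear scale and with no background subtraction. It also holds the deposited detection p-value of each probe and array. The authors' normalized table holds the intensity after quantile normalization. Its values were checked against quantile normalization of the first table and lay within 0.947%, with column medians of 107.4 to 107.6. The authors compared the groups in GeneSpring GX11 on default settings, a step that is not in the deposited tables. For arrays the precision is limited by their number and by the signal over background, and the share of probes detected is given beside the data.

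The intensities before normalization were corrected in limma 3.58.1 under R 4.3.3 with the normexp model, whose negative control distribution was inferred from the detection p-values, with an offset of 16. They were quantile normalized and put on the log2 scale. Of 45281 probes, 34885 carry 1 gene symbol, 18 carry several and 10378 carry none. Symbols were looked up by gene identifier in the mouse gene table, where 34807 were found and 0 changed. Probes with a detection p under 0.05 on at least 6 of 12 arrays were tested. These were 19288 probes, of which 16727 carry 1 symbol, for 10835 genes. No genome sequence was at hand, so no coordinates are given.

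The groups were compared with a limma fit on group alone and moderated by empirical Bayes, with Benjamini-Hochberg adjustment over all probes tested and a threshold of 0.05. The paper's thresholds, a fold above 1.5 and an unadjusted p of at most 0.05, were counted on the same fit. For the genes the paper names, the difference in means was tested by a two-sided exact permutation test over all assignments of the 12 arrays to groups of 6, which can give a p of 0.00216 at the smallest. The spread of *Slc17a6* was compared as a ratio of variances. Beside it stood an exact permutation test of the difference in mean absolute deviation from the group median. The signals it reassigned were not centred by group, except where deviations from the median of each chip and group were taken. Correlations across mice used Pearson's r and Spearman's rho with 100000 permutations, adjusted over the 5 relations computed.

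Gene lists were tested with camera at a preset correlation of 0.01, with 1 probe per gene, the brightest, and adjusted over 22 lists. The lists were written from general knowledge before any deposited array value was seen, and none holds *Slc17a6*, *Inmt*, *Mia* or *Tshz2*. Table S1 of the paper, whose values come from the same arrays, had been read by then. They are markers of thalamus and habenula, neocortex, subiculum, choroid plexus, meningeal and perivascular fibroblasts, endothelial cells, ependymal cells, microglia, astrocytes, oligodendrocytes, dentate granule cells, CA pyramidal cells and interneurons, the haemoglobin genes of blood cells, and genes of glutamate receptors and transporters, synaptic vesicle release, DNA methylation and H3K4 or H3K27 methylation, microRNA processing, the immediate early response, neurogenesis and proliferation, ethanol and acetaldehyde metabolism, and the glucocorticoid response and stress axis. *Slc1a2* and *Slc1a3* stand in both the astrocyte and the glutamate list and *Grik4* in both the CA pyramidal and the glutamate list.

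Named genes were chosen by a rule set in advance. They are the genes the paper names for the arrays or as controls, the glutamatergic genes of its background, every gene past the paper's thresholds, the 10 higher and 10 lower genes with the smallest p, and up to 4 members of each described list with the smallest p. The values of Table S1 had been read before that rule was written. *Sfmbt2*, which the paper names as the gene whose intron holds miR-467b-5p, was also looked for. It was detected on 2 arrays and was not tested.

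The procedure was tested on simulated values for 12 arrays, drawn as independent normal noise from each probe's mean and residual spread. Changes were added to 50 probes per size. No chip effect and no variation shared between probes was put in, so the shares called may be higher than on real arrays. At an adjusted p of 0.05 the procedure called 80% of the changes of 1.5-fold, 96% of those of 2-fold, 98% of those of 2.83-fold and 100% of those of 4-fold, with 7 unchanged probes called. At the paper's thresholds it called 42% of the changes of 1.5-fold, with 30 unchanged probes called.

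The alternatives were no background correction, an offset of 50, cyclic loess, median scaling, the authors' normalized values, and other detection filters (none, at least 1 array, and a detection p under 0.01 on all 12 arrays). Further ones were the chip as a block, each chip alone, the replicate number as a block, empirical Bayes with trend and robust, array weights, the test without moderation, and leaving out each mouse in turn. For the count at the paper's thresholds there were also folds from arithmetic means with no background correction, and the test without moderation with no filter on either the uncorrected or the authors' values. For the lists there were an estimated correlation, fry in place of camera, and the mean of all probes of a gene. Marker scores as covariates, an exact permutation test of list scores and the spread without single mice were added later. To see how often chance gives as much, 100 of the 462 ways to split the arrays into groups of 6 were drawn, and later 100 of the 200 that keep 3 and 3 on each chip. A comparison of genes with and without seed sites of microRNAs in their 3′ untranslated regions had been set out and was not run, since no such sequences were at hand.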

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

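The test on ependymal markers, the splits counted for gene lists, those balanced over the chips and the limma fits with a marker score as a covariate were chosen only after the results were seen. All other tests and gene lists were chosen before the deposited data were examined, apart from the exact test of list scores and the spread of *Slc17a6* without single mice. The paper's Table S1, from the same arrays, had been read before that choice.

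In control replicate 4 the log2 signal of *Slc17a6* was far below that of the other 5 controls, 9.38 at ILMN_2773047 and 9.43 at ILMN_2922321 against means of 10.49 and 10.74. In the same mouse *Tshz2* had 7.09 at ILMN_1243934, 7.08 at ILMN_1256408 and 6.87 at ILMN_1256722 against means of 8.65, 9.11 and 8.49. Such a gap was looked for in 68 groups of mice and found in these 5, where chance gives 3.4. All of them are the same mouse at probes of *Slc17a6* and *Tshz2*, which vary together across mice, so they are not separate events. Setting 5 against 3.4 therefore does not tell whether chance accounts for that mouse.

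The log2 fold change was closer to 0 on chip 2 than on chip 1 by 1.28 for *Inmt* at ILMN_2803249 (unadjusted p = 0.0408 for the interaction in limma), by 1.52 for *Mia* at ILMN_2777087 (unadjusted p = 0.0163) and by 1.77 for *Mia* at ILMN_2880657 (unadjusted p = 0.00328), out of 12 probes tested. At the other *Inmt* probe the difference was 1.54 (unadjusted p = 0.0667), and the smallest adjusted p for the interaction over all probes tested was 0.525 in limma. In marker lists, which the paper does not examine, the mean log2 fold change was 0.30 for subiculum markers, −0.94 for choroid plexus markers, −0.43 for ependymal markers, −0.074 for microglia markers and −0.10 for astrocyte markers. Camera called these lists with its preset correlation, and with an estimated correlation the adjusted p was 0.532 or 0.578 for each.

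*Slc17a6* was higher in ethanol-exposed mice, and 3 neighbouring tissues that dissection could bring along in varying amounts were weighed by their markers. Of these, 12 of 19 (thalamus and habenula), 12 of 15 (neocortex) and 4 of 5 (subiculum) are also detected in these hippocampi. Had RNA from thalamus or habenula been the cause, *Slc17a6* and those markers were predicted to have a Pearson r within groups of at least 0.6. The r fell short of it at −0.264 (95% interval −0.746 to 0.399, permutation p = 0.482, rho −0.245), with −0.192 within group and chip, 0.182 on chip 1 and −0.541 on chip 2. Within groups, then, mice with a higher score did not have more *Slc17a6*. Yet all 6 ethanol-exposed mice scored above all 6 controls (exact permutation p = 0.00216), and rho over all 12 mice was 0.692 (permutation p = 0.0158). With this score as a covariate *Slc17a6* had log2 fold changes of 0.85 at ILMN_2773047 (standard error 0.32, unadjusted p = 0.0187 in limma) and 0.98 at ILMN_2922321 (standard error 0.34, unadjusted p = 0.0127). Since the score splits the groups completely, that fit can hardly tell score from group. An r within groups cannot exclude a difference between the groups, so RNA from thalamus or habenula stays open. Neocortex (r = 0.646, permutation p = 0.0188, rho 0.839; *Fezf2*, the most abundant, at 11.64 against 11.64) and a larger share of subiculum (r = 0.787, permutation p = 0.00444, rho 0.790) stay open, with 0.568 and 0.540 without the 2 farthest mice and 0.685 and 0.809 within group and chip. With the subiculum score as a covariate the log2 fold change of *Slc17a6* went from 0.67 (standard errors 0.20 and 0.22) to 0.17 (standard error 0.19, unadjusted p = 0.365) and 0.10 (standard error 0.19, unadjusted p = 0.614), a loss of size and not of precision. An effect of ethanol exposure on neurons of the subiculum or the rest of the hippocampus may also raise *Slc17a6* and the markers, among them *Ly6g6e* (8.29 against 7.86), together, and this was not tested.

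*Mia* was lower in ethanol-exposed mice at an unadjusted p under 0.05 and *Inmt* had negative values short of it, both mainly on chip 1, and the linings of the ventricle and the brain surface were weighed by markers, of which 8 of 19 (choroid plexus), 7 of 12 (ependymal) and 18 of 24 (meningeal) are detected here. Less meningeal tissue stays undecided, since the 95% interval of its Pearson r within groups, 0.390, runs from −0.274 to 0.802 (permutation p = 0.284, rho 0.343; *Ptgds* at 11.79 against 11.84). Less choroid plexus (r = 0.704, permutation p = 0.0210, rho 0.706) and fewer ependymal cells (r = 0.815, permutation p = 0.00095, rho 0.846) stay open as candidate explanations, with 0.557 and 0.847 without the 2 farthest mice and 0.445 and 0.651 within group and chip. *Ttr*, the most abundant choroid plexus gene, had a log2 signal of 10.27 ± 2.70 (SD, n = 6) against 12.17 ± 2.72 (SD, n = 6), and *Fam183b*, the most abundant ependymal gene, 8.98 against 9.25; with the ependymal score as a covariate *Mia* had −0.28 and −0.35 and *Inmt* −0.39 and −0.22, each with an unadjusted p above 0.05. A lower expression of both genes through ethanol exposure stays open as well and was not tested.

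Chance cannot be excluded for the number of probes past the paper's thresholds or the number of lists. Of 100 splits of the 12 arrays, the real one included, 29 gave at least the real 25 probes, and the highest other count, 99, came from the split by chip, which points to a structure of the arrays; for gene lists 23 of 100 reached the real 5, with 9 as the highest other. Among 100 of the 200 splits that keep 3 and 3 arrays on each chip, 29 reached the 25 probes (highest other 75) and 25 the 5 lists (highest other 9), and with the chip as a block 27 reached the real 28 probes (highest other 76) and 14 the real 6 lists (highest other 9). On the chips alone 336 and 41 probes passed the paper's thresholds. At an adjusted p of 0.05 in limma the real count is 0 (1242 at an unadjusted p under 0.05), which all 100 splits reach whatever the data, so that count decides nothing (highest other 91, the split by chip).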

How the results depend on the processing

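The fits with a marker score as a covariate, the exact test of list scores and the leave-one-out values of the spread were chosen only after the results were seen. The count of probes past an adjusted p of 0.05 was 0 in limma under 15 alternatives and without each of the 12 mice, the test without moderation among them, with 1242 probes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0712 (14270 probes detected at p under 0.01 on all arrays). *Slc17a6* stayed higher in every setting, and both probes passed an unadjusted p of 0.05 without each mouse, with 0.49 to 0.76 at ILMN_2773047 and 0.45 to 0.76 at ILMN_2922321, below a fold of 1.5 at the low ends. It lost that threshold on chip 1 alone at ILMN_2922321 (0.44), where there are fewer arrays, and with the subiculum score as a covariate (0.17 and 0.10). On chip 1 alone it was also lost by *Cplx2* (−0.30), *Otud7b* (−0.48), *Scn4b* (0.72), *Thra* (−0.35) and *Marcksl1* (−0.32). On chip 2 alone it was lost by *Mlf1* (−0.044), *Tekt1* at ILMN_2700097 (−0.031), ILMN_1228163 (−0.092), *Got1l1* (−0.17), *Dynlrb2* (−0.18), *Rarres2* (−0.31), *Fam166c* (−0.31), *Mocos* (−0.34), *Crygn* (−0.40), *Metrn* (−0.27), *Casp8* (−0.26) and *Slc8a1* (0.34), and *Tekt1* at ILMN_1239718 was reversed (0.012). *Mlf1*, *Dynlrb2*, *Tekt1* at ILMN_2700097 and *Fam166c* lost it without moderation, *Dynlrb2* and *Fam166c* with trend and robust, *Fam166c* with no filter, and ILMN_1228163 (−0.46) and *Tekt1* at ILMN_2700097 (−0.51) with array weights. Among values past the threshold in neither setting, 41 list values over 13 lists and 32 probe values over 8 probes had the other sign, such as *Slc17a7* on chip 1 (0.03), *Tshz2* with the subiculum score (−0.22 and −0.12) and probes of *Hprt*, *Gapdh*, *Slc1a3* and *Grin2b*. The strict detection filter gave no value for some dim probes, among them *Inmt* at ILMN_2803249, *Mia* at ILMN_2880657, *Vsig2* and *Tekt1*. Signal over background limits what can be said of these dim probes, and the comparison of genes with microRNA seed sites was not run for lack of sequences. Except where fewer arrays or probes are the setting itself, the cause was not tested.

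The count past the paper's thresholds, 25 with 9 higher and 16 lower, was 5 with no background correction (3 and 2), 5 with the authors' values (3 and 2), 12 with an offset of 50 (5 and 7) and 11 with the strict filter (6 and 5). It was 336 on chip 1 alone (113 and 223), 41 on chip 2 alone (28 and 13), 12 with folds from arithmetic means (2 and 10), and 2 without moderation and filter on the uncorrected and 2 on the authors' values, both probes of *Slc17a6*. It lay between 18 and 33 in 9 others. Among these, median scaling gave 6 higher and 27 lower, with a median log2 fold change over all probes of −0.041, against 0.0047 in the reported setting. Without single mice it ran from 15 (without ethanol-exposed replicate 2) to 55 (without control replicate 5), with 39 without ethanol-exposed replicate 3, 49 without ethanol-exposed replicate 5, 45 without control replicate 6 and 37 without control replicate 4. More were higher than lower without control replicate 3 (16 and 10) and without ethanol-exposed replicate 2 (8 and 7).

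*Mia* at ILMN_2777087 and ILMN_2880657 no longer passed on chip 2 alone (−0.091 and −0.011), without moderation (−0.85 and −0.90), with the ependymal (−0.28 and −0.35), choroid plexus (−0.40 and −0.51) or thalamus and habenula score (−0.99 and −1.08) and, at the first, with trend and robust (−0.85). *Tshz2* at ILMN_1256408 no longer passed on chip 1 alone (0.34), with trend and robust (0.72) or without moderation (0.72), and was reversed with the subiculum score (−0.14). *Inmt* at ILMN_1231445 and ILMN_2803249 now passed with no background correction (−0.67 and −0.34), an offset of 50 (−0.79 and −0.47), median scaling (−0.97 and −0.73), the authors' values (−0.67 and −0.34), on chip 1 alone (−1.68 and −1.36) and with the subiculum score (−1.54 and −1.23), the first also with the strict filter (−0.91) and the second with the chip block (−0.72). *Tshz2* at ILMN_1243934 now passed with no background correction (0.44), an offset of 50 (0.49), median scaling (0.49), the authors' values (0.44), the strict filter (0.54), on chip 2 alone (0.92) and with the ependymal score (0.69). *Tshz2* at ILMN_1256722 now passed with no background correction (0.41), an offset of 50 (0.47), the authors' values (0.41), on chip 2 alone (1.00) and with the thalamus and habenula score (0.96). *Grin3a* now passed with no background correction (0.18), the authors' values (0.18) and trend and robust (0.18), and *Slc1a1* at ILMN_1225873 on chip 1 alone (0.25).

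No source pairs the mice, and those of 1 replicate number shared the number and the chip, with correlations of their deviations from −0.022 to 0.18 within group and chip. With the replicate block 31 probes passed the paper's thresholds (9 higher and 22 lower), *Inmt* passed at both probes (−0.91 and −0.72) and *Tshz2* at ILMN_1243934 (0.54), and so did oligodendrocyte (−0.084) and glucocorticoid genes (−0.14).

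Of the 5 lists called by camera, each lost the call with an estimated correlation, with fry and in the exact permutation test of scores: subiculum (0.30; adjusted p = 0.532, 0.195 and 0.143), choroid plexus (−0.94; 0.578, 0.557 and 0.548), ependymal (−0.43; 0.578, 0.503 and 0.437), microglia (−0.074; 0.578, 0.510 and 0.476) and astrocyte (−0.097; 0.532, 0.338 and 0.437). Fry's mixed test of change in either direction, by contrast, called astrocyte markers (adjusted p = 0.00448), synaptic vesicle release genes (adjusted p = 0.0122) and methylation enzymes (adjusted p = 0.00448). On chip 1 alone it was lost by subiculum (0.17), microglia (−0.061) and astrocyte markers (−0.13), and on chip 2 alone, with probes chosen anew, by ependymal (−0.0063), microglia (−0.081) and astrocyte markers (−0.065), while choroid plexus was reversed (0.26). Microglia markers lost the call with probes detected on at least 1 array (−0.063). Thalamus and habenula markers passed the exact test of scores (0.093, adjusted p = 0.0476, from 0.0476 to 0.532 over its alternatives), neocortex markers the strict filter (0.12) and the mean of all probes (0.092), and immediate early genes passed on chip 2 alone (−0.34). Oligodendrocyte markers passed with no background correction (−0.069), an offset of 50 (−0.074), cyclic loess (−0.090), median scaling (−0.12), the authors' values (−0.069), no filter (−0.082), the chip block (−0.084) and trend and robust (−0.084). Glucocorticoid genes passed with no background correction (−0.12), median scaling (−0.19), the authors' values (−0.12) and trend and robust (−0.14).

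Without single mice the values ran for *Mia* from −1.08 (without control replicate 5) to −0.67 (without ethanol-exposed replicate 2) at ILMN_2880657, lost without ethanol-exposed replicate 2 and control replicates 1 and 3, and from −1.08 (without control replicate 5) to −0.60 (without control replicate 3) at ILMN_2777087, lost without ethanol-exposed replicates 2 and 4 and control replicates 1 and 3. For *Tshz2* they ran from 0.38 (without control replicate 4) to 0.82 (without control replicate 3) at ILMN_1256408, lost without ethanol-exposed replicates 2, 5 and 6, from 0.28 (without control replicate 4) to 0.66 (without control replicate 3) at ILMN_1243934 and from 0.25 (without control replicate 4) to 0.66 (without ethanol-exposed replicate 3) at ILMN_1256722. For *Inmt* they ran from −1.19 (without ethanol-exposed replicate 3) to −0.74 (without ethanol-exposed replicate 2) at ILMN_1231445 and from −0.94 (without control replicate 4) to −0.53 (without control replicate 3) at ILMN_2803249. *Mlf1* lost the threshold without control replicate 1, *Dynlrb2* without ethanol-exposed replicates 2 and 4 and control replicates 1 and 3, *Tekt1* at ILMN_2700097 without these and ethanol-exposed replicate 3, and *Fam166c* without 9 mice, all but ethanol-exposed replicate 3 and control replicates 4 and 5. Without control replicate 3 the values of *Got1l1* (−0.38), *Rarres2* (−0.42), *Dynlrb2* (−0.61) and *Fam166c* (−0.49) were closer to 0 by over 1.5 times. List means ran from 0.049 (without ethanol-exposed replicate 2) to 0.11 (without ethanol-exposed replicate 3) for neocortex, −0.56 (without control replicate 5) to −0.25 (without control replicate 3) for ependymal (called without each mouse), 0.24 (without control replicate 4) to 0.34 (without ethanol-exposed replicate 4) for subiculum (adjusted p = 0.0564 at the low end), −1.28 (without ethanol-exposed replicate 5) to −0.45 (without control replicate 1) for choroid plexus (adjusted p = 0.155 at the high end), −0.22 (without control replicate 5) to 0.028 (without control replicate 3) for meningeal, −0.11 (without control replicate 1) to −0.054 (without control replicate 4) for microglia (lost without ethanol-exposed replicates 2, 3 and 4 and control replicates 2, 4 and 6), −0.12 (without ethanol-exposed replicate 6) to −0.079 (without ethanol-exposed replicate 4) for astrocyte (adjusted p = 0.0545 at the high end) and −0.12 (without control replicate 1) to −0.028 (without control replicate 2) for oligodendrocyte markers, and −0.20 (without control replicate 6) to −0.022 (without control replicate 4) for immediate early and −0.23 (without ethanol-exposed replicate 3) to −0.094 (without control replicate 3) for glucocorticoid genes. Past the threshold without single mice were also *Grin3a* without ethanol-exposed replicate 3 (0.22) and control replicate 6 (0.23), *Grin2a* (0.35), *Grin2c* (−0.32) and *Slc1a1* at ILMN_1225873 (0.19) without control replicate 5, *Inmt* at ILMN_1231445 without ethanol-exposed replicates 3 and 5 and control replicates 4 and 6 and at ILMN_2803249 without ethanol-exposed replicate 3 and control replicates 4 and 6, *Tshz2* at ILMN_1243934 without ethanol-exposed replicates 3 and 4 and control replicate 3 and at ILMN_1256722 without ethanol-exposed replicate 3. So were neocortex markers without ethanol-exposed replicate 3 and control replicate 3, meningeal markers without control replicates 4 (−0.21) and 5, oligodendrocyte markers without ethanol-exposed replicates 2 and 3 and control replicates 1, 5 and 6, immediate early genes without ethanol-exposed replicate 2 and control replicates 3 and 6, and glucocorticoid genes without ethanol-exposed replicate 3 and control replicate 6. The ratio of *Slc17a6* variances, 0.359, ran from 0.226 (without ethanol-exposed replicate 1) to 7.13 (without control replicate 4), a reversal that rests on that 1 control mouse.

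Across mice, r between *Slc17a6* and neocortex markers, 0.741, no longer passed without the 2 farthest mice (0.470) or on chip 1 alone (0.693), and r with *Tshz2*, 0.954, no longer passed on chip 1 alone (0.799). Pearson's r with subiculum markers passed in all 5 settings, between 0.881 and 0.938. Spearman's rho with them did not pass without the 2 farthest mice (0.733, adjusted permutation p = 0.0505) or on chip 1 alone (0.886, adjusted permutation p = 0.167).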

Differences from the paper's values

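Every setting in this part was set before the data were examined, except the subiculum score as a covariate, which was chosen only after the values were seen. The paper gives 4 genes past a fold of 1.5 and an unadjusted p of 0.05, and the count here at the same thresholds is 20 genes. In probes, the paper's Table S1 gives 5 and the count here is 25. With no background correction the counts are 4 genes and 5 probes, and with the authors' normalized values they are also 4 genes and 5 probes; in both settings all 5 probes of Table S1 pass. Without moderation and filter, on the uncorrected and on the authors' values, they are 1 gene and 2 probes, below the paper's. The other alternatives stay above the paper's counts, with 9 to 272 genes and 11 to 336 probes. Among them are an offset of 50 (9 genes, 12 probes) and the detection p under 0.01 on all arrays (10 genes, 11 probes). The 12 fits without single mice stay above them as well.

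An unadjusted p is taken here as near the paper's where neither is more than 1.5 times the other, on whichever side of 0.05 it lies. For *Inmt* at ILMN_1231445 the paper's unadjusted p is 0.03, and limma gave an unadjusted p = 0.0589 here, so this probe, which the paper calls, is not called. It is near the paper's with no background correction (0.0232), an offset of 50 (0.0316), the authors' normalized values (0.0232), the replicate block (0.0283) and without control replicate 6 (0.0378), and over 1.5 times away in the other alternatives. Among these the probe still passes an unadjusted p of 0.05 with median scaling (0.0193), the detection p under 0.01 on all arrays (0.0451), on chip 1 alone (0.0166), and without ethanol-exposed replicate 3, ethanol-exposed replicate 5 or control replicate 4. With the subiculum score as a covariate, chosen after seeing the values, it passes (unadjusted p = 0.0149), and that fit drops 3 of the 5 probes of Table S1.

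For *Slc17a6* at ILMN_2773047 the paper's unadjusted p is 0.02 and the value here is an unadjusted p = 0.00438. The test without moderation (0.0149) and chip 2 alone (0.0164) are near the paper's value by that measure, and the other alternatives and the fits without single mice are over 1.5 times away, among them trend and robust (0.0128) and chip 1 alone (0.0415). At ILMN_2922321, which the table prints in the line of *Tshz2*, the paper's unadjusted p is 0.02 and the value here is an unadjusted p = 0.00816. The test without moderation (0.0244), trend and robust (0.0226), chip 2 alone (0.0181) and the fits without ethanol-exposed replicate 2 (0.0211), 5 (0.0147) or 6 (0.0209) are near it, and the others are not.

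For *Mia* at ILMN_2777087 the paper's unadjusted p is 0.05 and the value here is an unadjusted p = 0.0314. No filter on dim probes (0.0344), array weights (0.0489) and the fits without ethanol-exposed replicate 1 (0.0375) or 6 (0.0394) or without control replicate 2 (0.0396) are near it and pass 0.05. Trend and robust (0.0688), the test without moderation (0.0716) and the fit without ethanol-exposed replicate 4 (0.0620) are near it and do not pass 0.05, and the others are not near it. The fold changes of the 5 probes lay within 1 standard error of the paper's, with −1.87 against −1.59 for *Inmt* at ILMN_1231445, −1.81 against −1.55 for *Mia* at ILMN_2777087, 1.64 against 1.51 for *Tshz2* at ILMN_1256408, and 1.59 against 1.56 and 1.55 for *Slc17a6* at ILMN_2773047 and ILMN_2922321. With no background correction they were −1.60, −1.56, 1.51, 1.55 and 1.56 in the same order. The fold changes here and in the paper come from the same arrays, and the standard error reflects the spread between mice. Lying within it therefore does not measure how far the processings differ.

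The paper states that neither complexin transcript differed between the groups on the arrays. At its thresholds neither passed here. *Cplx2* had an unadjusted p = 0.00410 in limma, an adjusted p = 0.718 and a ratio of 0.787, and was lower in 6 of 6 ethanol-exposed mice than the control median, while *Cplx1* had an adjusted p = 0.886.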

Other observations

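No test in this part was chosen only after its result was seen, except the exact test of list scores and the leave-one-out values of the spread. Genes of the glucocorticoid response and the stress axis had a mean log2 fold change of −0.14 over 9 measured genes, with 3 positive and 6 negative values (adjusted p = 0.0830 in camera, and adjusted p = 0.578 with an estimated correlation). At an unadjusted p under 0.05 in limma 3 were lower, the transcription factor gene *Zbtb16* (−0.28), the clock gene *Per1* (−0.22) and the kinase gene *Sgk1* (−0.43), each with an adjusted p = 0.106 over the list alone. The list means were −0.22 on chip 1 and −0.07 on chip 2. Immediate early genes, which neurons switch on with activity, had a mean of −0.14 over 14 genes (adjusted p = 0.127, and adjusted p = 0.762 with an estimated correlation), with 0.06 on chip 1 and −0.34 on chip 2, a difference between chips that was not tested. *Npas4* had the smallest p of that list (−0.54, standard error 0.26, unadjusted p = 0.0588). Of 8 measured genes of ethanol and acetaldehyde metabolism 4 were positive and 4 negative, with a mean of −0.02 (0.0043 on chip 1 and −0.047 on chip 2, adjusted p = 0.428). Catalase, *Cat*, was lower (−0.29, unadjusted p = 0.0106), with an adjusted p = 0.0852 over the list alone.

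Markers of thalamus and habenula had 11 positive values of 12, with a mean of 0.09 (adjusted p = 0.110 in camera, and adjusted p = 0.532 with an estimated correlation), 0.10 on chip 1 and 0.08 on chip 2. Their mean score was higher in ethanol-exposed mice in the exact permutation test (p = 0.00216, the smallest p that 6 mice against 6 can give, and adjusted p = 0.0476 over 22 lists), and *Tac2* (0.49) was the member higher at an unadjusted p under 0.05. Neocortex markers had a mean of 0.08 over 12 genes (0.09 on chip 1 and 0.08 on chip 2, adjusted p = 0.110), with *Etv1* (0.23) and *Tbr1* (0.27) higher and *Rasgrf2* (−0.31) lower at an unadjusted p under 0.05. Oligodendrocyte markers had a mean of −0.08 over 14 genes (−0.09 on chip 1 and −0.08 on chip 2, adjusted p = 0.0517), with the myelin gene *Mobp* (−0.25) and the transferrin gene *Trf* (−0.25) lower at an unadjusted p under 0.05. Meningeal and perivascular fibroblast markers had a mean of −0.11 over 18 genes (−0.23 and 0.02 on the chips, adjusted p = 0.127), and haemoglobin genes one of −0.05 over 4 genes (−0.20 and 0.10 on the chips, adjusted p = 0.615). The means were −0.01 for 15 endothelial, 0.05 for 5 dentate granule cell and 0.02 for 16 CA pyramidal cell markers, with adjusted p = 0.785, 0.930 and 0.930, and the last 2 had the other sign after median scaling (−0.0070 and −0.021), as had the interneuron markers named next (−0.016). For 15 interneuron markers the mean was 0.02 and the median −0.0019 (adjusted p = 0.785), for 12 microRNA processing genes −0.00056 and 0.030 (adjusted p = 0.950), and for 7 genes of neurogenesis and proliferation −0.020 and 0.0027 (adjusted p = 0.785), so that mean and median differ in sign in these 3 lists. The chip means of these last 6 lists lay between −0.034 (neurogenesis and proliferation, chip 2) and 0.067 (dentate granule cells, chip 1).

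The control genes of the paper's qPCR had log2 fold changes of 0.02 for *Gapdh* and 0.09, 0.10 and 0.01 at 3 probes of *Hprt*, none past an unadjusted p of 0.05 in limma, and *Gapdh* (−0.0010) and the first probe of *Hprt* (−0.0087) had the other sign on chip 2 alone and the last probe of *Hprt* after median scaling (−0.054), cyclic loess (−0.00030) and array weights (−0.030) and on chip 2 alone (−0.049).

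The paper reports from qPCR in other cohorts, with an F test, that *Slc17a6* varied among ethanol-exposed mice, some of them with levels like those of controls. On the arrays the standard deviation of its log2 signal, over both probes, was 0.303 in ethanol-exposed mice and 0.506 in controls, a ratio of variances of 0.359. An exact permutation test of the difference in mean absolute deviation from the group median, a measure other than that ratio, gave p = 0.864. It reassigned the signals without centring them, so the difference between the group means enters it. The ratio was 0.327 with deviations from the median of each chip and group (exact permutation p = 0.937) and 7.13 without control replicate 4, so that its side of 1 rests on that mouse.

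Across the 12 mice *Slc17a6* was correlated with subiculum markers (Pearson r = 0.881, permutation p = 0.00011, adjusted p = 0.000275 over 5 relations; rho 0.797, p = 0.00313), with r of 0.886 without the 2 mice farthest from the median, 0.938 on chip 1 and 0.897 on chip 2. It was correlated with *Tshz2* (r = 0.954, permutation p = 0.0001, rho 0.867, p = 0.00041), with r of 0.832 without the 2 farthest mice, 0.799 on chip 1 and 0.997 on chip 2. Both genes had been picked as higher in the same ethanol-exposed mice, which by itself gives a part of this r. No r within groups was computed for this pair, and control replicate 4 was the lowest for both genes. With neocortex markers r was 0.741 (permutation p = 0.00609, rho 0.727, p = 0.00942), 0.693 on chip 1 and 0.968 on chip 2. It was 0.470 without the 2 farthest mice, so its size over all mice depends on them. Within groups r was 0.646, and 0.568 without the 2 farthest mice by that measure. With thalamus and habenula markers r was 0.385 (permutation p = 0.217; rho 0.692, p = 0.0158), 0.312 without the 2 farthest mice, 0.663 on chip 1 and 0.324 on chip 2. With choroid plexus markers r was −0.168 (permutation p = 0.558; rho −0.322, p = 0.309), −0.094 without the 2 farthest mice, −0.541 on chip 1 and −0.0079 on chip 2.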
